# Multi-omics-based investigation of *Bifidobacterium’s* inhibitory effect on glioma: regulation of tumor and gut microbiota, and MEK/ERK cascade

**DOI:** 10.3389/fmicb.2024.1344284

**Published:** 2024-04-18

**Authors:** Huali Fan, Yuhan Wang, Mingyu Han, Li Wang, Xue Li, Xi Kuang, Junrong Du, Fu Peng

**Keywords:** glioma, *Bifidobacterium*, tumor microbiota, gut microbiota, MEK/ERK cascade, serum metabolites

## Abstract

Glioma, the most prevalent primary tumor of the central nervous system, is characterized by a poor prognosis and a high recurrence rate. The interplay between microbes, such as gut and tumor microbiota, and the host has underscored the significant impact of microorganisms on disease progression. *Bifidobacterium*, a beneficial bacterial strain found in the human and animal intestines, exhibits inhibitory effects against various diseases. However, the existing body of evidence pertaining to the influence of *Bifidobacterium* on glioma remains insufficient. Here, we found that *Bifidobacterium* reduces tumor volume and prolongs survival time in an orthotopic mouse model of glioma. Experiments elucidated that *Bifidobacterium* suppresses the MEK/ERK cascade. Additionally, we noted an increase in the α-diversity of the tumor microbiota, along with an augmented relative abundance of *Bifidobacterium* in the gut microbiota. This rise in *Bifidobacterium* levels within the intestine may be attributed to a concurrent increase in *Bifidobacterium* within the glioma. Additionally, *Bifidobacterium* induced alterations in serum metabolites, particularly those comprised of organonitrogen compounds. Thus, our findings showed that *Bifidobacterium* can suppress glioma growth by inhibiting the MEK/ERK cascade and regulating tumor, and gut microbiota, and serum metabolites in mice, indicating the promising therapeutic prospects of *Bifidobacterium* against glioma.

## 1 Introduction

Gliomas, originating from neuroglial stem or progenitor cells, are the most prevalent primary heterogeneous tumors in the central nervous system (CNS). These include glioblastoma (GBM), astrocytoma, oligodendroglioma, and ependymal tumors (Weller et al., 2015). In the United States, GBM is the most prevalent malignant brain tumor, accounting for 14.2% of all tumors and 50.1% of all malignant tumors (Ostrom et al., 2022). In China, the incidence rate of glioma ranges from 5 to 8 per 100,000, with a 5-year mortality rate second only to pancreatic cancer and lung cancer among systemic tumors (National Health Commission of the People’s Republic of China, 2022). The fifth edition of the World Health Organization Classification of Tumors of the CNS employs Arabic numerals to categorize gliomas into grades 1 through 4, based on their histological and molecular characteristics (Reuss, 2023). This new fifth edition has redefined many tumors, including adult-type diffuse glioma, pediatric-type diffuse low-grade and high-grade glioma, and limited astrocytic glioma, as a “superclass” (Smith et al., 2022). The incidence rate of glioma varies based on race/ethnicity, sex, and age (Dubrow and Darefsky, 2011). In clinical settings, the treatment for glioma primarily involves surgical intervention combined with chemotherapy or radiotherapy. Temozolomide and the PCV regimen (procarbazine, lomustine, and vincristine) serve as the mainstay chemotherapy options (National Health Commission of the People’s Republic of China, 2022). Unfortunately, there is an urgent need to find more effective treatment for glioma due to the emergence of drug resistance, poor prognosis, and high recurrence rate.

The historical connection between cancer and microbiota dates back as far as 4,000 years, with documented instances of spontaneous tumor regression in patients infected with *Streptococcus pyogenes* in 1868 (Sepich-Poore et al., 2021). Although approximately 1,012 microbial species exist on Earth, only 11 have been classified as “carcinogenic microbes” by the International Association for Cancer Registries (IARC Working Group on the Evaluation of Carcinogenic Risks to Humans, 2012; Locey and Lennon, 2016). A study reported the presence of microbes in various tumors, including breast cancer and glioma, each exhibiting distinct compositions and content (Nejman et al., 2020). Tumor microbiota may originate from the gut microbiota breaching the mucosal barrier to infiltrate tumor tissue, from normal adjacent tumor tissues, or from microbes circulating in the bloodstream (Xie et al., 2022). Due to the tumor-type- and subtype-specific nature of tumor microbiota, these microbes may serve as diagnostic tools. Microbes attracted to tumors could be harnessed as precise vectors for anticancer drug delivery, and the unique microbiota composition in different patient survival profiles holds promise as a potential prognostic tool (Ma et al., 2021). Tumor microbiota plays a dual role: it can, on the one hand, facilitate cancer metastasis in spontaneous breast cancer (Fu A. et al., 2022), and, on the other hand, deliver specific bacteria to tumors to promote tumor cell pyroptosis (Liu et al., 2022).

Numerous studies have demonstrated a close association between the intestinal microbiota dysbiosis and tumorigenesis. The gut microbiota not only affects the development of tumors but also exerts an impact on the efficacy of tumor therapies (Zhao et al., 2023). *Bifidobacterium*, belonging to the *Actinobacteria* phylum, constitutes a crucial core and beneficial microbe in the intestine flora of humans and animals (Ngo et al., 2019). *Bifidobacterium* confers various beneficial effects, including promoting biotransformation, outcompeting pathogens, regulating oncogenic gene expression, and maintaining immune homeostasis (Wei et al., 2018). When combined with *Lactobacillus, Bifidobacterium* enhances cell apoptosis by activating pro-caspases, downregulating the anti-apoptotic factor B-cell lymphoma-2 (Bcl-2), and upregulating the pro-apoptotic factor BCL-2-associated X (Bax) protein (Nowak et al., 2019). Furthermore, *Bifidobacterium* enhances the anti-tumor effects of Programmed cell death 1 ligand 1 (PD-L1) inhibitors, independent of tumor immune antigens, *in vivo* (Sivan et al., 2015). In tumor-bearing mice in which CD47 inhibitors are ineffective, injection of *Bifidobacterium* resulted in a response to anti-D47 treatment In cases where CD47 inhibitors are ineffective in tumor-bearing mice, the administration of *Bifidobacterium* results in a positive response to anti-D47 treatment (Shi et al., 2020).

This is the first study to investigate the impact of *Bifidobacterium* on glioma growth in the GL261 orthotopic mouse model, employing gavage treatment with mixtures of *Bifidobacterium breve*, *Bifidobacterium longum*, *Bifidobacterium lactis*, and *Bifidobacterium bifidum*. Our findings demonstrate that *Bifidobacterium* inhibits glioma progression, in part, by modulating the MEK/ERK cascade, gut microbiota, tumor microbiota, and serum metabolites. Thus, these results suggest that *Bifidobacterium* may hold promise as a potential therapeutic agent against glioma.

## 2 Materials and methods

### 2.1 Cell culture

Cell line GL261 was bought from Hunan Fenghui Biotechnology Co. Ltd., China. and cultured in DMEM media (Gibco, MA, United States) containing 10% fetal bovine serum (Gibco, MA, United States) and 1% penicillin/streptomycin (Invitrogen, MA, United States) at 37°C, 5%CO_2_.

### 2.2 Bacterial preparation

*B. breve* (BBR-15), *B. longum* (JBLC-141), *B. lactis* (JYBR-190), and *B. bifidum* (JYBB-163) freeze-dried powders were procured from Shandong Zhongke Jiayi Biological Engineering Co. Ltd., China. A concentration of 4 × 10^9^ CFU/0.4 mL (equivalent to 1 × 10^9^ CFU for each *Bifidobacterium*) was attained by suspending These four types of *Bifidobacterium* in sterile saline (Wang et al., 2022). The bacterial identification results are presented in Supplementary Tables S1–S5 (Supplementary sequences S1–S4).

### 2.3 Animal experiment design

Female C57BL/6 mice (4 weeks old) were procured from Chengdu Dashuo Laboratory Animal Company (Chengdu, China) and were maintained at a temperature of 22°C ± 2°C under a 12 h:12 h light–dark cycle within specific pathogen-free facilities. All animal experiments adhered to the ethical regulations stipulated by the Experimental Animal Administration of Sichuan University. Three sets of C57BL/6 mice were employed in this study: The first set was allocated for the construction of a survival curve (*n* = 6), the second set for indicator detection (*n* = 12), and the third set for the investigation of liver and kidney function (*n* = 8).

For survival curve analysis, the first set of mice were distributed into groups at random: the Model (Mod) group and the Model-*Bifidobacterium* (Mod-BIF) group. The Mod-BIF group received daily gavages of a *Bifidobacterium* mixture at a dose of 4 × 10^9^ CFU/400 μL (with each dose containing 1 × 10^9^ CFU) from day −14 to day 30 (Wang et al., 2022). The Mod group received a daily equal-volume saline solution from day −14 to day 30. For tumor induction, anesthetized mice of both groups were stereotactically injected with 1 × 10^5^ GL261 cells (1 μL) into the right striatum at a rate of 0.4 μL/min on day 0. The stereotaxic coordinates with respect to the bregma were as follows: 1.0 mm anterior, +1.5 mm lateral, and 3.5 mm ventral (Lam et al., 2018).

For indicator detection, the second set of mice were distributed into groups at random: the Mod group and the Mod-BIF group. The Mod-BIF group received daily gavages of a *Bifidobacterium* mixture at a dose of 4 × 10^9^ CFU/400 μL (with each dose containing 1 × 10^9^ CFU) from day −14 to day 30. The Mod group received a daily equal-volume saline solution from day −14 to day 30. For tumor induction, anesthetized mice of both groups were stereotactically injected with 1 × 10^5^ GL261 cells (1 μL) into the right striatum at a rate of 0.4 μL/min on day 0. The stereotaxic coordinates with respect to the bregma were as follows: 1.0 mm anterior, +1.5 mm lateral, and 3.5 mm ventral. The mice were euthanized 30 days after the inoculation.

For the investigation of liver and kidney function, the third set mice were distributed into groups at random: the control (Con) group, the Mod group and the Mod-BIF group. The Mod-BIF group received daily gavages of a *Bifidobacterium* mixture at a dose of 4 × 10^9^ CFU/400 μL (with each dose containing 1 × 10^9^ CFU) from day −14 to day 30. The Mod group received a daily equal-volume saline solution from day −14 to day 30. For tumor induction, anesthetized mice of the Mod and Mod-BIF groups were stereotactically injected with 1 × 10^5^ GL261 cells (1 μL) into the right striatum at a rate of 0.4 μL/min on day 0. The stereotaxic coordinates with respect to the bregma were as follows: 1.0 mm anterior, +1.5 mm lateral, and 3.5 mm ventral. The mice were euthanized 30 days after the inoculation. The mice of the Con group did not receive any treatment.

### 2.4 Magnetic resonance imaging

Cerebral MRI was conducted *in vivo* on a 7 T MRI scanner designed for small animals (Bruker BioSpec 70/30, Germany). 2% isoflurane was inhaled to induce anesthesia in all of the mice. Imaging was performed utilizing a 2D T2-weighted sequence in the axial orientation with the following parameters: repetition time = 2,625 ms, echo time = 33 ms, number of averages = 4, matrix = 256 × 256, and slice thickness = 0.6 mm. The ITK-SNAP program was utilized to calculate tumor volumes.

### 2.5 Fecal samples and tissue collection

Fresh fecal pellets were collected and immediately frozen at −80°C on day 30 post-inoculation. Following the experiments, 1% pentobarbital sodium (40 mg/kg) solution was used to anesthetize all mouse. All mice were subsequently subjected to intracardial perfusion with cold, sterilized saline. Tissues from the brain, liver, kidney, ileum, and colon were harvested. Some portions of these tissues were snap-frozen in liquid nitrogen and stored at −80°C, while others were fixed using a 4% paraformaldehyde solution and subsequently embedded in paraffin.

### 2.6 Measurement of serum AST, ALT, BUN, and Cr

Serum was obtained from mice by centrifugation at 3,500 rpm for 10 min, following a 30-min incubation in a 37°C oven. Serum levels of AST, ALT, BUN, and Cr were assessed using respective kits as per the manufacturer’s instructions (Nanjing Jiancheng Bioengineering Institute, China).

### 2.7 Histological and immunohistochemical analyses

The paraffin-embedded tissues were sectioned into 3-μm-thick slides. According to standard histological protocols, hematoxylin and eosin (HE) staining was conducted. For immunohistochemistry (IHC), the following primary antibodies were used to incubate the slides, respectively, after blocking: bacterial lipopolysaccharide (LPS; HycultBiotech #HM6011, Netherlands), lipoteichoic acid (LTA; Santa Cruz, #sc-57752, United States), occludin (Servicebio #GB111401, China), and zonula occludens 1 (ZO-1; Servicebio #GB111981, China). IHC quantification involved the calculation of positive areas (occludin and ZO-1) using Aipathwell software (Version 2.0, Servicebio, China).

### 2.8 Reverse transcription quantitative real-time PCR

The total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific, MA, United States) and subsequently reverse-transcribed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Real-time polymerase chain reaction was conducted according to established protocols from prior studies, and data were analyzed utilizing the 2^−ΔΔCT^ method. Primer sequences for the target genes are listed in Table 1.

**Table 1:** PCR primer sequences.

Gene	Forward (5′-3′)	Reverse (3′-5′)
Wnt5a	GGAACGAATCCACGCTAAGGGT	AGCACGTCTTGAGGCTACAGGA
Sdha	GGAACACTCCAAAAACAGACCT	CCACCACTGGGTATTGAGTAGAA

### 2.9 Western blot

Total proteins were extracted using RIPA buffer (Beyotime, Shanghai, China) according to the manufacturer’s instructions. The protein lysate was subjected to electrophoresis and transferred onto a PVDF membrane (Bio-Rad, CA, United States). The following primary antibodies sourced from CST (Shanghai, China): p-MEK (Ser217/221; 1:1000; 9154), MEK (1:1000; 8727), p-ERK1/2 (Thr202/Tyr204; 1:2000; 4370), and ERK (1:1000; 4695), PD-1 (1:1000; 84651), PD-L1 (1:1000; 60475), and p-NF-κB (1:1000; bs-0982R) from Bioss (Beijing, China), NF-κB (1:1000; sc-8008) from Santa Cruz Biotechnology (Texas, United States) were used to incubate the membrane, respectively. The proteins were detected using ECL Plus Reagent (Beyotime) and quantified using Image Lab software.

### 2.10 Quantitative RNA sequencing

RNA-seq analysis was performed by LC-Bio (Hangzhou, China). Briefly, glioma tissues were collected and processed using TRIzol reagent. Utilizing UMI technology, each sequence fragment was tagged with unique identifiers, thereby mitigating the impact of PCR-induced duplications on transcriptome quantification accuracy. The RNA-seq reads were aligned to the mouse genome (GRCh37/hg19) using the Hisat2 software (version 2.0.4). Transcript abundance was quantified in terms of fragments per kilobase of exon per million fragments. Significantly differential expression was defined with a threshold of *p* < 0.05 and |log2(fold change)| ≥ 1 The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) with accession number GSE246028.

### 2.11 Tumor microbial analysis

The frozen glioma samples were processed using the CTAB method. Subsequently, the 16S rRNA gene was amplified and sequenced, involving the simultaneous amplification of five regions of the 16S rRNA gene. The resulting libraries were sequenced using the Illumina NovaSeq 6000 system. Reads were demultiplexed per sample, filtered, and aligned to the five amplified regions according to the primer sequences. To generate coherent profiling results, the Short MUlitiple Regions Framework method was employed, addressing a maximum likelihood problem by combining read counts from the five regions. Reference data were obtained from the GreenGenes database (May 2013 version, with some improvements). The raw sequence data have been submitted to the NCBI Short Read Archive (SRA) with accession number PRJNA1021034.

### 2.12 Gut microbial analysis

DNA from fecal samples was extracted following the manufacturer’s CTAB instructions. The bacterial and archaeal 16S rRNA gene’s V3-V4 region was amplified using the 341F primer (5′-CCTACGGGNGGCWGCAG-3′) and the 805R primer (5′-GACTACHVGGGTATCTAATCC-3′).

The 16S rRNA amplicons were sequenced on an Illumina NovaSeq platform following LC-Bio’s instructions. Paired-end reads were merged with FLASH. Raw reads underwent quality filtering, applying specific filtering conditions to obtain high-quality clean tags using fqtrim (v0.94). Chimeric sequences were removed using Vsearch software (v2.3.4). After dereplication using DADA2, feature tables and feature sequences were generated. α diversity and β diversity were calculated by randomly normalizing the sequences. Feature abundance was normalized using SILVA (release 138) classifier. QIIME2 was employed for α diversity analysis, assessing species diversity complexity. β diversity was calculated using QIIME2, and R packages were utilized to generate corresponding graphs. Sequence alignment was performed via BLAST, and feature sequences were annotated using the SILVA database for each representative sequence. Additional diagrams were generated using the R package (v3.5.2). The raw sequence data have been submitted to the NCBI Short Read Archive (SRA) with accession number PRJNA1021780.

### 2.13 Untargeted metabolomics of mouse serum by LC-MS

The metabolic extracts from serum were analyzed using LC-Bio. Serum samples were collected, and metabolites were extracted with a 50% buffer solution. Pooled quality control samples were prepared by combining 10 μL from each extraction mixture. Chromatographic separations were performed using an ultra-performance liquid chromatography (UPLC) system (SCIEX, UK) with an ACQUITY UPLC T3 column (100 mm*2.1 mm, 1.8 μm, Waters, UK) for reversed-phase separation. The detection of eluted metabolites from the column was performed using a high-resolution tandem mass spectrometer, the Triple TOF5600 Plus (SCIEX). The acquired MS secondary data were subsequently matched with an in-house metabolite standard secondary profile library to identify differential metabolites.

### 2.14 Statistics analysis

Statistical analyses were carried out with the SPSS 26.0 software. Log-rank test was used for Kaplan–Meier survival curves. Except as otherwise indicated, statistical difference between 2 groups was identified Statistical analyses were conducted using SPSS 26.0 software. The log-rank test was applied to Kaplan–Meier survival curves. In cases where not otherwise specified, statistical differences between two groups were determined using an independent sample *t*-test. For multiple comparisons, a one-way analysis of variance (ANOVA) was employed, followed by a Tukey *post-hoc* test. Significance was attributed to differences at *p* < 0.05. In figures, “*” indicated *p* < 0.05, “**” indicated *p* < 0.01.

## 3 Results

### 3.1 *Bifidobacterium* inhibited glioma growth in mice without hepatic or renal toxicity

To ascertain the effectiveness of *Bifidobacterium* in inhibiting glioma growth in mice, we administered the Mod-BIF group with 400 μL of *Bifidobacterium* solution (4 × 10^9^ CFU) daily through intragastric gavage from day −14 to day 30. On day 0, mice of the Mod and Mod-BIF groups were implanted with 1 × 10^5^ GL261 cells into the right striatum (Figure 1A). Subsequently, we employed cerebral T2-weighted MRI sequences to evaluate tumor volume on day 30 (Figure 1B). The results indicated a significant reduction in tumor volume in the Mod-BIF group compared with the Mod group (46.35 ± 16.34 mm^3^ vs. 21.71 ± 10.75 mm^3^, *p* < 0.01; Figure 1C). This observation was further supported by HE staining of glioma tissues (Figure 1D). As depicted in Figure 1E, the administration of *Bifidobacterium* resulted in a slight extension of median survival time in mice with glioma (42 days vs. 52 days, *p* < 0.05; Figure 1E). To delve deeper into the effect of *Bifidobacterium* on liver and kidney function, we assessed the organ indices of the liver and kidney, as well as the serum concentrations of ALT, AST, BUN, and Cr, alongside HE staining of liver and kidney of mice. The results showed no significant differences in the organ indices of the liver and kidney, nor in the levels of serum ALT, AST, BUN, and Cr among the three groups of mice (Figures 1F,G). Moreover, HE staining indicated the absence of noticeable lesions in the liver and kidneys of the mice (Figure 1H). Therefore, it can be concluded that *Bifidobacterium* effectively inhibits glioma growth without causing hepatic or renal toxicity.

**Figure 1:**
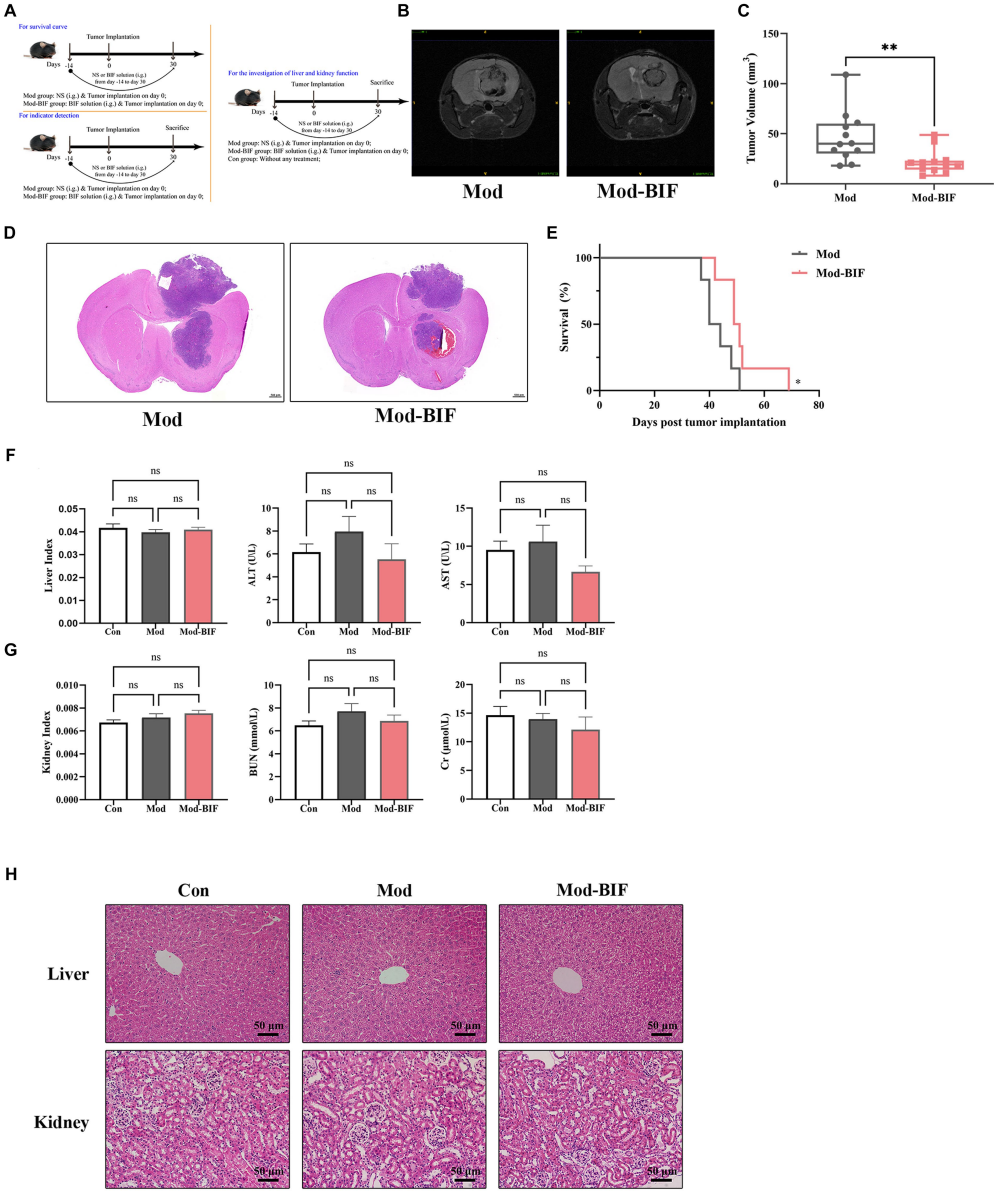
*Bifidobacterium* inhibited glioma without hepatic or renal toxicity. **(A)** Schematic of the experimental timeline. **(B)** Representative T2-weighted MRI images and **(C)** tumor volume quantification of glioma mice receiving either PBS or *Bifidobacterium* at day 30 post-tumor implantation (*n* = 12; independent sample *t*-test). **(D)** Representative HE-stained coronal brain sections. **(E)** Kaplan–Meier survival curves (*n* = 6; log-rank test). **(F)** Liver index, serum levels of ALT and AST. **(G)** Kidney index, serum levels of BUN and Cr. **(H)** Representative HE-stained liver and kidney sections showing the safety of *Bifidobacterium* (*n* = 8; ANOVA). Mod, Model; BIF, *Bifidobacterium*; NS, normal saline. Experimental data are expressed as the mean ± SEM. ^*^p < 0.05, ^**^p < 0.01.

### 3.2 *Bifidobacterium* altered the tumor microbiota composition in glioma mice

To ascertain the presence of microbiota within tumor tissues, we conducted IHC, utilizing antibodies specific to bacterial LPS and LTA while employing PBS to mitigate non-specific staining. As shown in Figure 2A, bacterial LPS was detected in both the Mod and Mod-BIF groups, whereas LTA showed negative results, consistent with findings from Nejman et al. (2020). These results collectively corroborated the existence of microbiota in gliomas. Subsequently, we conducted 16S rDNA 5R sequencing to investigate alterations in the tumor microbiota in glioma mice. Three metrics (Chao1, Shannon, and Simpson indices) were used to analyze the α-diversity of tumor microbiota. The results showed that *Bifidobacterium* administration led to an elevated Chao1 index trend and a significant increase in both the Shannon and Simpson indices (*p* < 0.01; Figure 2B). Furthermore, nonmetric multidimensional scaling (NMDS) based on Bray–Curtis distance illustrated distinct differences in the composition of tumor microbiota between the Mod and Mod-BIF groups (Figure 2C).

**Figure 2:**
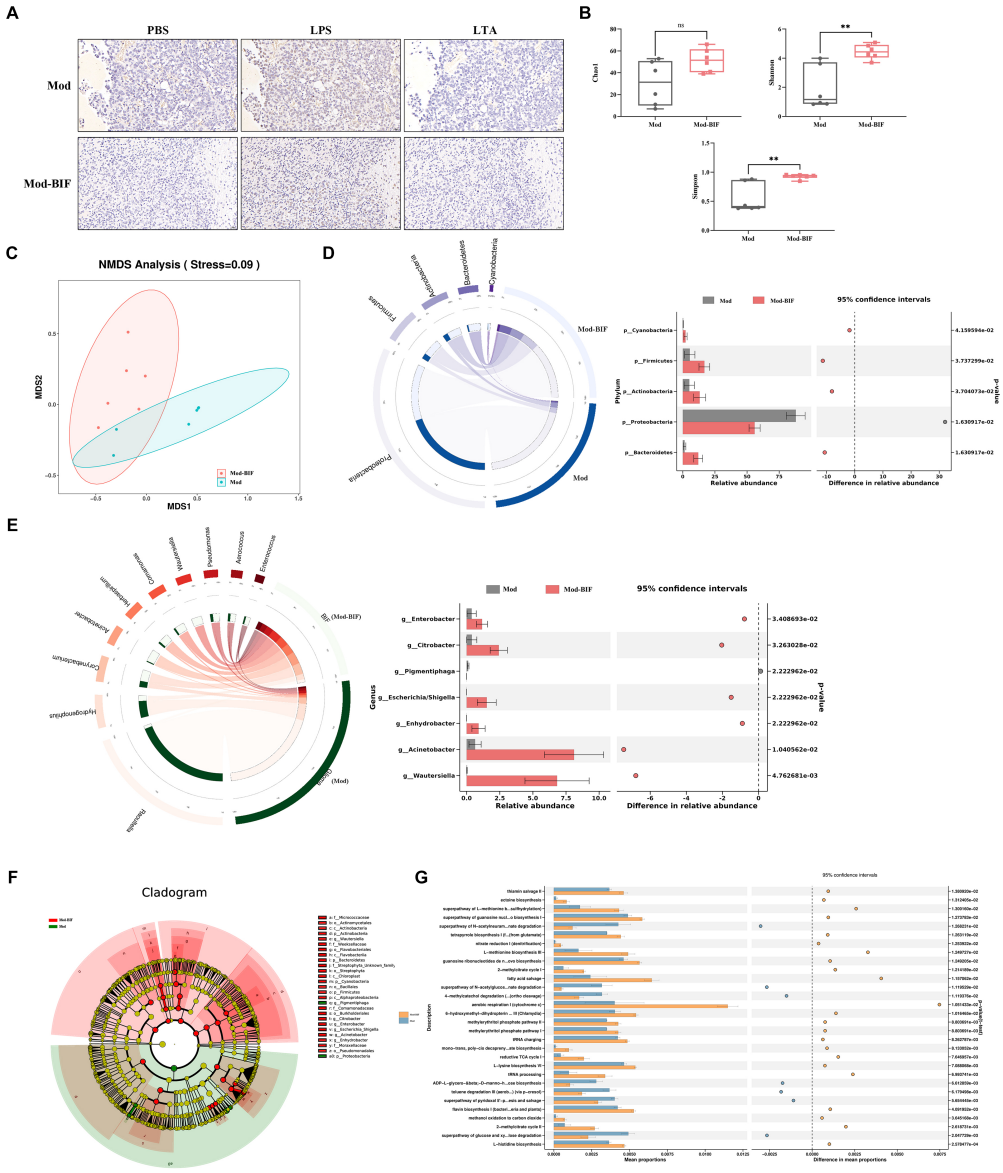
*Bifidobacterium* could regulate intra-tumoral microbiota in glioma mice. **(A)** Slices from tumor tissues of glioma mice were stained with an antibody against bacterial LPS or LTA or PBS to mitigate non-specific staining (×400). **(B)** Comparison of α-diversity of tumor microbiota, including Chao1, Shannon, and Simpson indices in the Mod and Mod-BIF groups. Mann–Whitney U test. **(C)** NMDS analysis based on Bray–Curtis distance. **(D)** Circos of sample and top 5 phylum. A visual circle diagram describing the correspondence between samples and phylum, and the analysis of variance between groups at the phylum level. **(E)** Circos of sample and top 10 genus, and the analysis of variance between groups at the genus level. **(F)** Cladogram of LEfSe analysis between the Mod and Mod-BIF groups. **(G)** Prediction of bacterial metabolite pathway based on PICURSt2 analysis. Mod, Model; BIF, *Bifidobacterium*. Experimental data are expressed as the mean ± SEM, ^**^p < 0.01.

At the phylum level, as shown in Figure 2D, the tumor microbiota in Mod and Mod-BIF groups was primarily dominated by *Proteobacteria*. Compared with the Mod group, the Mod-BIF group exhibited a higher abundance of *Firmicutes*, *Bacteroidetes*, *Cyanobacteria*, and *Actinobacteria*, and a lower abundance of *Proteobacteria*. At the genus level, the Mod group displayed a relatively high abundance of *Raoultella* and *Hydrogenophilus*, while *Corynebacterium*, *Acinetobacter*, and others were relatively abundant in the Mod-BIF group (*p* < 0.05, Figure 2E). Significance analysis revealed that *Enterobacter*, *Citrobacter*, *Acinetobacter*, *Wautersiella*, *Enhydrobacter*, and *Escherichia/Shigella* were significantly more abundant in the Mod-BIF group (*p* < 0.05, Figure 2E). Linear discriminant analysis (LDA) effect size (LEfSe) was employed to further identify specific microbiota, and the results indicated a notable difference in tumor microbiota between the two groups (Figure 2F). Most of the differential bacteria were enriched in the Mod-BIF group, suggesting their potential significance in this group. Furthermore, we utilized Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUSt) to predict the functional potential of bacterial genes. PICRUSt2, which boasts an expanded reference genome database compared with the PICRUSt1(Langille et al., 2013; Douglas et al., 2019) was employed. As Figure 2G illustrates, the Mod-BIF group exhibited upregulation in several pathways compared with the Mod group, including aerobic respiration I (cytochrome c) and fatty acid salvage (mean proportion > 0.6%).

### 3.3 Effect of *Bifidobacterium* on the intestinal barrier in glioma mice

The intestinal barrier protects the organism against pathogenic invasions. Its primary physical barrier is upheld by intercellular tight junctions, with occludin, claudin, ZO, and junctional adhesion proteins constituting these junctions (Suzuki, 2020). Prior laboratory investigations have shown that gliomas can induce modest impairment of the intestinal barrier in mice (Wang et al., 2022). Consequently, we aimed to ascertain whether *Bifidobacterium* can ameliorate such damage through HE and IHC staining. As shown in Figure 3A, there were no discernible anomalies observed in the ileum and colon tissues of mice in both experimental groups. Subsequent IHC staining revealed no significant alterations in the protein expression levels of occludin and ZO-1 in the ileum and colon tissues (Figures 3B,C). Thus, to some extent, *Bifidobacterium* may not alleviate the glioma-induced slight damage to the intestinal barrier.

**Figure 3:**
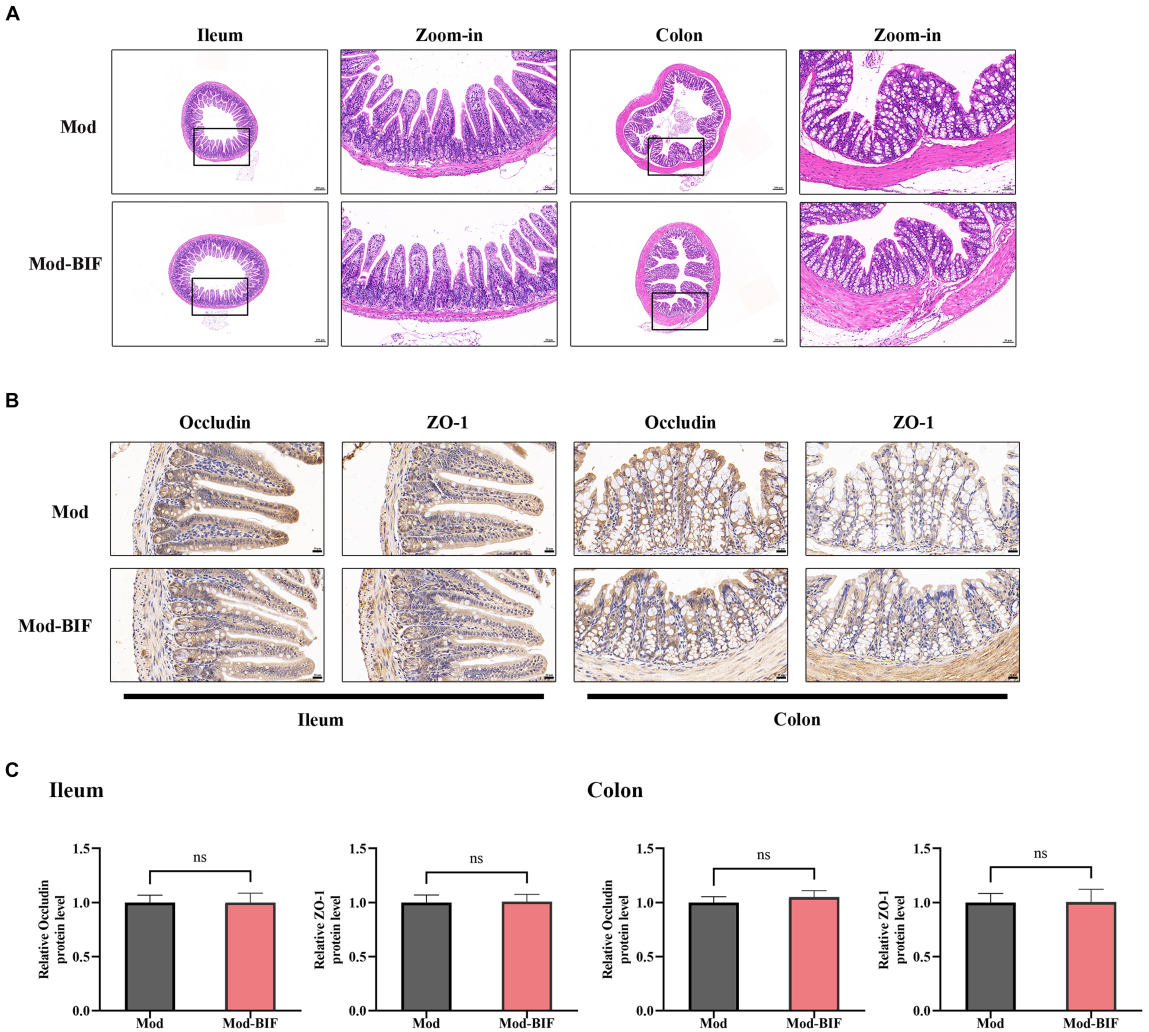
Effect of *Bifidobacterium* on the intestinal barrier in glioma mice Representative **(A)** HE- (×40, ×200), **(B)** occludin-, and ZO-1-stained sections (×400) of ileum and colon tissues from mice. **(C)** Quantification of occludin and ZO-1 immuno-positive areas in ileum and colon tissues (*n* = 6; independent sample *t*-test). Mod, Model; BIF, *Bifidobacterium*. Experimental data are expressed as the mean ± SEM.

### 3.4 *Bifidobacterium* influenced the composition of gut microbiota in glioma mice

To compare the differences in gut microbiota composition between the Mod and Mod-BIF groups, we performed 16S rDNA sequencing using fecal samples from mice. The α-diversity of the gut microbiota remained unaffected by *Bifidobacterium* in glioma mice (Supplementary Figure S1A). Furthermore, β-diversity analysis revealed distinctions in the gut microbiota composition between the two groups (Supplementary Figure S1B). At the phylum level in both groups, *Bacteroidetes* and *Firmicutes* were the predominant bacterial taxa (Figure 4A). The Mod-BIF group exhibited higher levels of *Actinobacteriota* and lower levels of *Myxococcota* compared with the Mod group (*p* < 0.05, Figure 4C). Interestingly, upon closer examination at the genus level, administration of *Bifidobacterium* significantly augmented the abundance of *Bifidobacterium* (*p* < 0.05, Figures 4B,D). Similarly, the results from LEfSe indicated that *Bifidobacterium* dominated the microbiota in the Mod-BIF group (Figure 4E). A Manhattan plot further revealed that the administration of *Bifidobacterium* may primarily influence the levels of *Bacteroidetes* and *Firmicutes* in the gut microbiota of glioma mice (Figure 4F).

**Figure 4:**
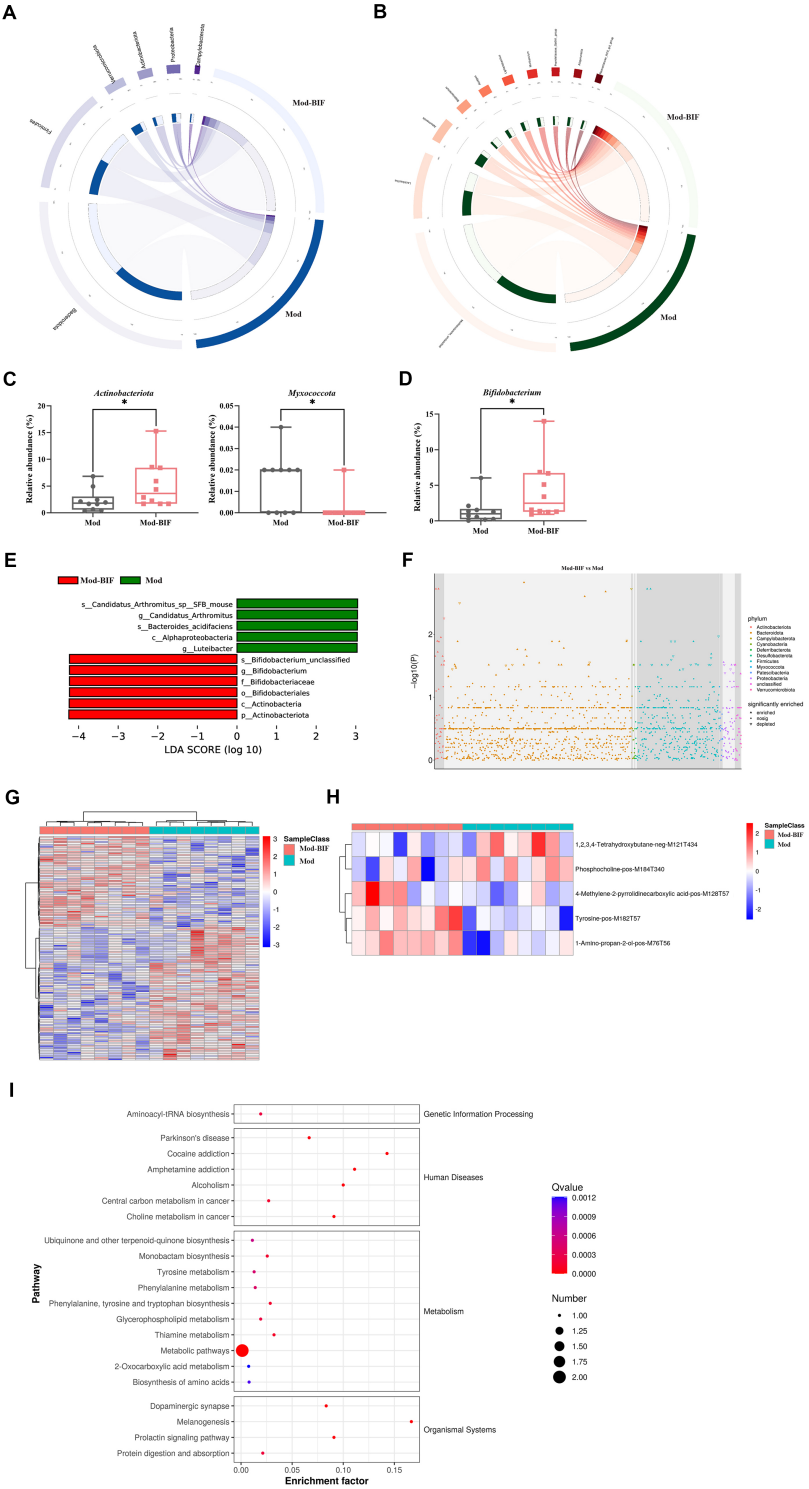
*Bifidobacterium* influenced gut microbiota and serum metabolites in glioma mice. **(A)** Circos of the sample and the top six phylums. **(B)** Circos of the sample and the top 10 genus. **(C)** Relative abundance of *Actinobacteria* and *Myxococcota* in the gut microbiota at the phylum level. **(D)** Relative abundance of *Bifidobacterium* in the gut microbiota at the genus level. **(E)** LDA score of enriched bacterial taxa (|LDA| > 3.0). **(F)** Manhattan plot between the Mod and Mod-BIF groups. **(G)** Differential metabolic ion clustering heatmap (*n* = 8). **(H)** Heatmap of differential metabolites (*n* = 8). **(I)** KEGG pathway enrichment analysis of differential metabolites. Mod, Model; BIF, *Bifidobacterium*; LDA, Linear discriminant analysis. Experimental data are expressed as the mean ± SEM, ^*^p < 0.05.

### 3.5 Effects of *Bifidobacterium* on serum metabolites in glioma mice

Metabolites originating from the gut microbiota can enter the bloodstream and exert regulatory functions in distal organs (Chen et al., 2022). Therefore, we performed an untargeted metabolomic analysis by LC-MS on serum samples collected from mice in both the Mod and Mod-BIF groups. A total of 138 differential metabolic ions were identified, with 56 upregulated ions and 82 downregulated ions meeting the criteria of having a variable importance in projection score of ≥1, a *p* value of <0.05, and a fold change of ≥1.5 or ≤1/1.5 (Figure 4G). Subsequently, we correlated these differential ions to secondary metabolites, resulting in the identification of five differential metabolites (Figure 4H). Among these metabolites, compared with the Mod group, the Mod-BIF group exhibited upregulated 1-amino-propan-2-ol, tyrosine, and 4-methylene-2-pyrrolidinecarboxylic acid levels and downregulated phosphocholine and 1,2,3,4-tetrahydroxybutane levels in the serum. Analysis of these metabolites using the Human Metabolome Database revealed their primary enrichment in organonitrogen compounds (Supplementary Figure S2). Furthermore, results from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment demonstrated that these differential metabolites were mainly enriched in metabolic pathways, melanogenesis, thiamine metabolism, and phenylalanine, tyrosine, and tryptophan biosynthesis (Figure 4I).

### 3.6 Combined analysis of metabolomic and gut microbiome as well as gut microbiota and tumor microbiota

By jointly analyzing differential microbiota and metabolites with a rho >0.5 and *p* < 0.05, as the threshold values indicated in Figure 5A and Supplementary Table S6, it is evident that tyrosine emerges as a crucial metabolite exhibiting strong correlations with most differential microbiota at the genus level. Furthermore, *Bifidobacterium*, which exhibited a significant increase following treatment, demonstrated a positive association with tyrosine.

**Figure 5:**
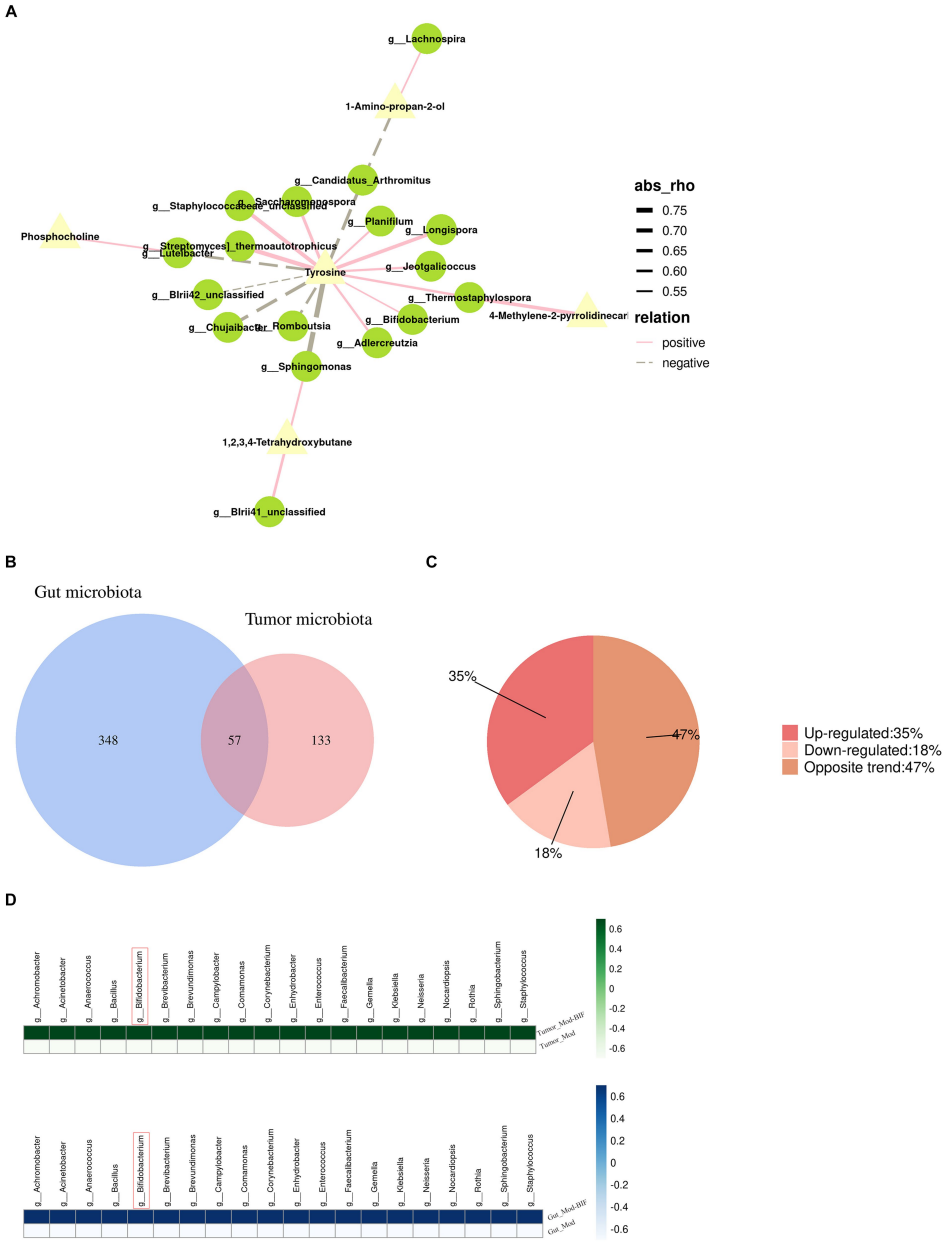
Relationship between gut microbiota and serum metabolites as well as the gut microbiota and tumor microbiota in glioma mice. **(A)** Network illustrating the correlation between differential metabolites and gut microbiota. **(B)** Venn diagram depicting the intersections between gut microbiota and tumor microbiota. **(C)** Pie chart of trends in total bacteria. **(D)** Heatmap of upregulated bacterial species common to both gut and tumor tissues. Mod, Model; BIF, *Bifidobacterium*.

To investigate the relationship between the abundance of gut microbiota and tumor microbiota, we conducted a genus-level analysis of all bacteria present in both groups. In both gut and tumor tissues, we identified 57 shared bacterial species (Figure 5B). Among these 57 species of bacteria, we observed that the abundance of 20 bacterial species was upregulated, the abundance of 10 bacterial species was downregulated, and the abundance of 27 species exhibited opposite changes (Figure 5C). Surprisingly, we found that *Bifidobacterium* exhibited increased abundance in both gut and tumor tissues (Figure 5D), suggesting a potential influence of alterations in gut microbiota on the composition of tumor microbiota.

### 3.7 *Bifidobacterium* suppressed MEK/ERK cascade and *Wnt5a* mRNA levels to inhibit glioma

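RNA was sequenced from glioma tissue of 8 mice, 4 of the Mod group and 4 of the Mod-BIF group. The tumors were made by injecting 100000 GL261 cells, a mouse glioma line, into the striatum of female C57BL/6 mice. The Mod-BIF mice received 4000000000 CFU of the Bifidobacterium mixture in 400 μL by gavage each day from day -14 to day 30, and the Mod mice received saline. The libraries carried unique molecular identifiers, short random tags that allow PCR copies of a fragment to be recognized. The authors aligned the reads with Hisat2 to a genome that the methods call mouse but give the build name of a human genome, and they quantified transcripts as FPKM. The table they deposited holds whole-number counts per gene, without normalization, for 55401 mouse genes listed by Ensembl identifier. The paper's text does not name the counting program or the annotation, and it gives a default test for 2 groups but names none for the DEGs in particular. The total counts were 43613779, 51393924, 43669999 and 48380071 in Mod 1 to 4 and 45404229, 44651981, 36157076 and 45021412 in Mod-BIF 1 to 4, and the median was 46025035 in the Mod group and 44836697 in the Mod-BIF group. A gene with 3 counts, the floor used here, had between 0.0584 and 0.083 CPM, depending on the library. CPM is the count scaled to the size of the library. Such limits cover counting error only. Low counts pile up at 4 and 8 for an unexplained reason. If 1 fragment was counted as several units, the limits may not cover counting error either. Libraries of the same group, which come from different mice, differed by more than sampling noise, with a chi-square per gene of 50.25 or more in every pair.
The counts were tested with edgeR's quasi-likelihood method after TMM normalization, keeping the genes that edgeR's expression filter retains, and DESeq2 was run as an alternative. Fold changes are Mod-BIF against Mod, and CPM values are TMM-normalized over all 8 libraries. Figure 6 gives 3 samples per group and labels the columns of its heatmap as replicates 1 to 3, while 4 per group were mapped here. The comparison was therefore made on replicates 1 to 3 of each group, the samples named in Figure 6B, and on all 8 libraries. The colors of Figure 6B were also read off the published picture and set against the deposited counts. Over its 14 rows with legible gene names, whose cells are not independent, the colors had a correlation of 0.266 with the libraries named under the columns and of 0.999 with Mod 2, 3 and 4 and Mod-BIF 1, 2 and 4, the highest of all ordered choices of 3 libraries per group. These 6 libraries form a further comparison, chosen after the data were seen. The paper gives no reason for leaving out samples under either reading.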

After initially establishing that *Bifidobacterium* could inhibit glioma, we proceeded to investigate changes in the glioma genes through transcriptome sequencing. Differentially expressed genes (DEGs) between the Mod and Mod-BIF groups were identified based on a significance level of *p* < 0.05 and |log2 fold change| ≥ 1. 

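In replicates 1 to 3 of each group, 20491 genes passed the expression filter, and 208 upregulated and 95 downregulated genes met the criterion of an unadjusted p-value under 0.05 and a log2 fold change of at least 1 in size. In the 6 libraries that match the colors of Figure 6B, 541 genes were upregulated and 1039 downregulated out of 20517 tested. In all 8 libraries, 266 were upregulated and 220 downregulated out of 20468. The DEGs of the first and the last comparison had 230 genes in common. Among the other tests of all 8 libraries, leaving out the filter on low counts moved these counts most: edgeR then gave 458 upregulated and 525 downregulated genes, and DESeq2 gave 425 and 485. In the libraries matching Figure 6B, lists of brain cell markers were lower in the Mod-BIF group. Their mean log2 fold changes were -2.75 for striatal neurons, -1.99 for oligodendrocytes, -1.42 for neurons and -0.91 for astrocytes. The DEGs of that comparison were not separated from a difference in the share of brain tissue.

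**Figure D1:**
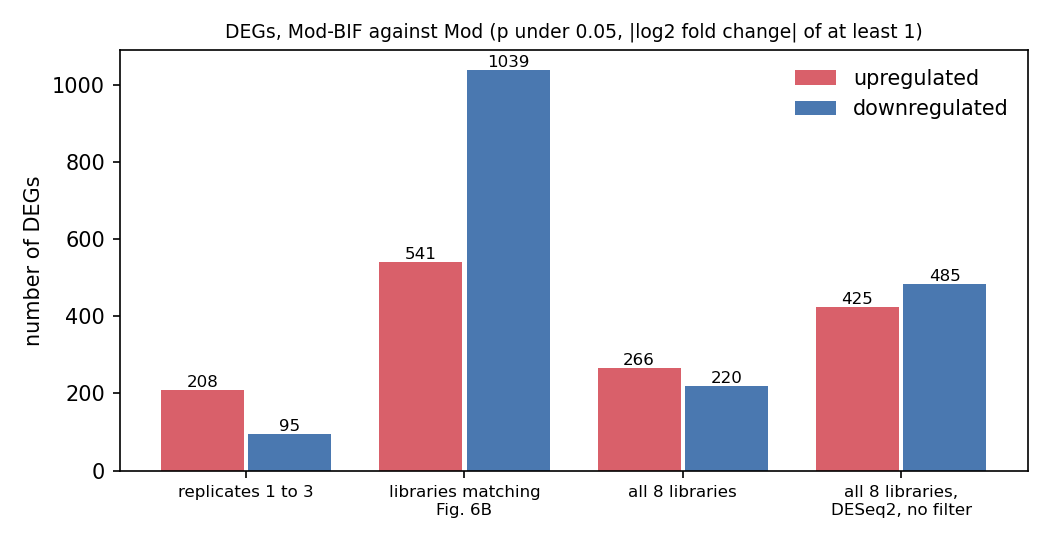
Number of DEGs (y axis) in the Mod-BIF group against the Mod group in 4 comparisons (x axis), with upregulated genes in red and downregulated genes in blue. The first 3 pairs of bars are from edgeR's quasi-likelihood test and the last is from DESeq2 without a filter, and the counts range from 208 to 541 upregulated and from 95 to 1039 downregulated genes.

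After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 9 genes had an adjusted p-value under 0.05 in replicates 1 to 3, 10 in the libraries matching Figure 6B and 67 in all 8 libraries, and 8 genes were shared between the first and the last. Of the 67 genes, 65 were upregulated with a mean under 1 CPM in the Mod group, and 2 were downregulated with a mean under 1 CPM in the Mod-BIF group. The gene Serpina3k (ENSMUSG00000058207, chromosome 12 of GRCm38, 104338486 to 104346144) belongs to a serpin family whose reads the counting could have split. It had 26.9 ± 2.63 CPM (SD, n = 4) in the Mod-BIF group and 0.0602 ± 0.0430 CPM (SD, n = 4) in the Mod group. Its log2 fold change was 8.36 (standard error 0.32, adjusted p = 0.000961 from edgeR's quasi-likelihood test) in replicates 1 to 3 and 8.77 (standard error 0.56, adjusted p = 0.00128) in all 8 libraries. Mup20, also of a multigene family, was at or under 3 counts in every Mod library and at least 168-fold higher in the Mod-BIF group. Serpinc1 had a log2 fold change of 4.31 (adjusted p = 0.00215 from the same edgeR test) and Car3 of 5.87 (adjusted p = 0.00128) in all 8 libraries. Serpina3k, Mup20 and Serpinc1 are genes of the liver. Kap, a kidney gene, was downregulated, with counts of 0 in Mod-BIF 1, 2 and 3 and at least 200.0-fold higher in the Mod group of replicates 1 to 3. For these liver and kidney genes, a response of the tumors could not be told apart from RNA of another tissue mixed into the libraries. Gm20716, upregulated in replicates 1 to 3 with an adjusted p-value of 0.00918 from edgeR's test, overlaps Adnp and Dpm1 on the same strand and is uncertain for that reason. It had 31.2 CPM in Mod 4, a sample not named in Figure 6B, and an adjusted p-value of 0.891 from edgeR's test in all 8 libraries.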

We found 441 upregulated and 520 downregulated DEGs (Figure 6A). Subsequently, we conducted a Gene Ontology (GO) enrichment analysis on the downregulated DEGs. This analysis revealed an enrichment of downregulated DEGs in the GO term 0070734, specifically related to the positive regulation of the ERK1 and ERK2 cascades. 

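The GO enrichment was not rerun, but the genes legible in Figures 6B and 6F were tested one by one. Of these 16 genes, 12 passed the expression filter, and all 12 had a negative log2 fold change in each of the 3 comparisons. In replicates 1 to 3, 2 of the 16 met the paper's criterion for downregulation, namely Wnt5a and C1qtnf3. The libraries matching Figure 6B gave 8 of the 16, and all 8 libraries gave 10. Adjusted over all genes tested with edgeR's quasi-likelihood method, 0 of them had an adjusted p-value under 0.05 in any of these comparisons (5, 8 and 10 had an unadjusted p-value under 0.05). Adjusted over the list alone, 0 passed in replicates 1 to 3 (5 unadjusted), 6 in the libraries matching Figure 6B (8 unadjusted) and 0 in all 8 libraries (10 unadjusted). DESeq2 on the libraries matching Figure 6B gave 1700 adjusted genes, 6 of the 16 among them, and 1333 without a filter, 7 of the 16 among them. Without a filter on all 8 libraries DESeq2 gave 1 of the 16, Adra2b. The list is made of the paper's own calls on these data, so this shows no stability of the calls. With DESeq2 and no filter on all 8 libraries, 11 of the 16 genes met the criterion, and so did 18 of the 23 rows of Figure 6B, 9 of whose names were completed from the values. From the enrichment of the downregulated DEGs in this term, the paper goes on to measure the phosphorylation of kinases of this cascade.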

To visually represent the differences between these genes in the two groups, we conducted a heatmap analysis of the downregulated DEGs associated with this GO term (Figure 6B).

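The spread between libraries differed from gene to gene. Trpv4 (ENSMUSG00000014158, chromosome 5 of GRCm38, 114622152 to 114658421) had 7.39 ± 2.89 CPM (SD, n = 4) in the Mod group and 3.32 ± 0.694 CPM (SD, n = 4) in the Mod-BIF group, and each Mod library was above each Mod-BIF library. Its log2 fold change was -0.92 in replicates 1 to 3, under the paper's limit in size, -1.35 in the libraries matching Figure 6B and -1.15 (standard error 0.33, adjusted p = 0.695 from edgeR's quasi-likelihood test) in all 8 libraries. Pla2g5 was also lower in every Mod-BIF library than in any Mod library, with a log2 fold change of -1.09 (standard error 0.43, adjusted p = 0.887 from edgeR's test) in all 8 libraries. At the closest, Mod-BIF 3 had 19.55 CPM and Mod 2 had 19.92 CPM. For such a complete separation the exact two-sided permutation test gives p = 0.0286, the smallest p that 4 against 4 libraries allow. In other genes a single library carried most of the difference. Chil1 had 521 CPM in Mod 4, a sample not named in Figure 6B, against 2.54, 4.96 and 2.22 CPM in Mod 1 to 3 and between 0.813 and 8.81 CPM in the Mod-BIF libraries. Its log2 fold change was -0.34 in replicates 1 to 3 and -5.00 in all 8 libraries, where it became 0.36 when Mod 4 was left out. C1qtnf3 had 15.2 CPM in Mod 2 and between 0.364 and 0.443 CPM in the other Mod libraries. Every Mod library was above every Mod-BIF library (exact two-sided permutation p = 0.0286), and its log2 fold change of -4.66 in all 8 libraries became -1.32 when Mod 2 was left out. Htr2b had 28.2 CPM in Mod 4 and at most 2.66 CPM in the other Mod libraries, and its exact two-sided permutation p was 0.657 with all 8 libraries. Adra2b had no count in any Mod-BIF library and was at least 5.98-fold higher in the Mod group, with at most 0.801 CPM. Calcr was so low, at most 0.0915 CPM in any library, that no fold is given.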

**Figure 6:**
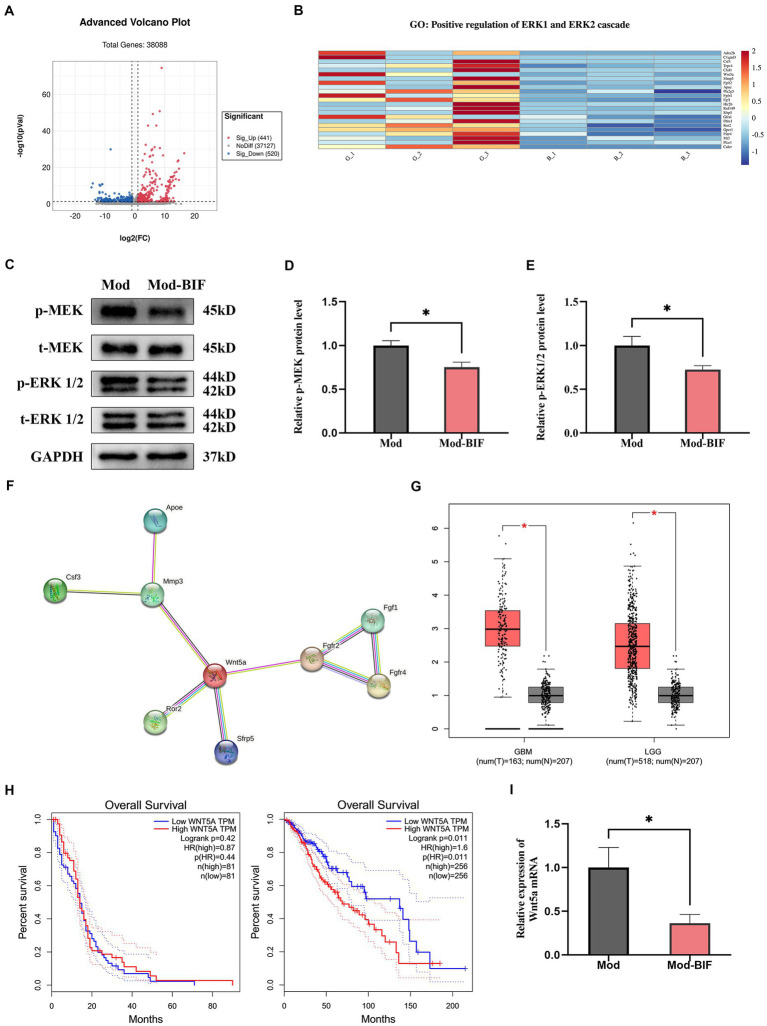
*Bifidobacterium* suppressed glioma through the inhibition of the MEK/ERK cascade and the downregulation of the Wnt5a mRNA level. **(A)** Volcano plot of DEGs in glioma tissues between the Mod and Mod-BIF groups (*n* = 3). **(B)** Heatmap displaying downregulated DEGs associated with “GO:0070374” in the Mod and Mod-BIF groups (*n* = 3). **(C)** Representative immunoblots for p-MEK, t-MEK, p-ERK 1/2, t-ERK 1/2 and quantitative analysis of **(D)** p-MEK and **(E)** p-ERK1/2 in glioma tissues (*n* = 6; independent sample *t*-test). **(F)** PPI network of downregulated DEGs enriched in “GO:0070374.” **(G)** Differential expression of Wnt5a in normal and glioma tissues corresponding to TCGA and GTEx datasets. **(H)** Kaplan–Meier overall survival curves of patients with glioma according to Wnt5a expression levels. **(I)** mRNA expression of Wnt5a in glioma tissues from the Mod and Mod-BIF groups (*n* = 6; independent sample *t*-test). Mod, Model; BIF, *Bifidobacterium*. Experimental data are expressed as the mean ± SEM, ^*^p < 0.05.

The MEK/ERK cascade plays a pivotal role in the mitogen-activated pathway, facilitating the transmission of growth signals from the cell surface to the nucleus. Furthermore, the MEK/ERK pathway modulates the transcription of numerous genes to bolster cell proliferation (Choudhury et al., 2014). Moreover, the activation of the MEK/ERK cascade is associated with the invasive behavior of glioma cells (Huang et al., 2023). Western blot analysis was employed to assess the protein levels of MEK and ERK. The results revealed a significant reduction in the phosphorylation levels of MEK and ERK1/2 proteins in glioma tissues upon treatment with *Bifidobacterium* (*p* < 0.05; Figures 6C–E). This suggests that *Bifidobacterium* may exert an inhibitory effect on MEK and ERK1/2 protein phosphorylation in glioma tissues, thereby suppressing the MEK/ERK cascade. Original western blot images are presented in Supplementary Figure S3.

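The 9 genes drawn in the network of Figure 6F were followed through the libraries. Wnt5a (ENSMUSG00000021994) lies on chromosome 14 of GRCm38 from 28504750 to 28527448 and encodes a secreted WNT ligand. It had 38.7, 167 and 78.6 CPM in Mod 1 to 3 and 24.1, 38.3 and 36.5 CPM in Mod-BIF 1 to 3, which gave a log2 fold change of -1.55 (standard error 0.51, adjusted p = 0.998 from edgeR's quasi-likelihood test). Its unadjusted p in the exact two-sided permutation test was 0.1, the smallest that 3 against 3 libraries allow. In the libraries matching Figure 6B, the log2 fold change was -1.75 (standard error 0.53, adjusted p = 0.201 from edgeR's test). The samples not named in Figure 6B had 40.0 CPM in Mod 4 and 21.9 CPM in Mod-BIF 4. Those not used under the match of colors were Mod 1 and Mod-BIF 3. Over all 8 libraries Wnt5a had 81.0 ± 59.9 CPM (SD, n = 4) in the Mod group and 30.2 ± 8.39 CPM (SD, n = 4) in the Mod-BIF group. The log2 fold change was -1.42 (standard error 0.47, adjusted p = 0.887 from edgeR's test), every Mod library was above every Mod-BIF library, and the exact two-sided permutation p was 0.0286. The margin of that separation was narrow, with 38.7 CPM in Mod 1 against 38.3 CPM in Mod-BIF 2. With each library left out in turn, the log2 fold change lay between -1.65 and -0.79 in the fits on all 8 libraries and between -1.89 and -0.83 in the fits on replicates 1 to 3, and the value closest to 0 came from leaving out Mod 2 in each case.

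**Figure D2:**
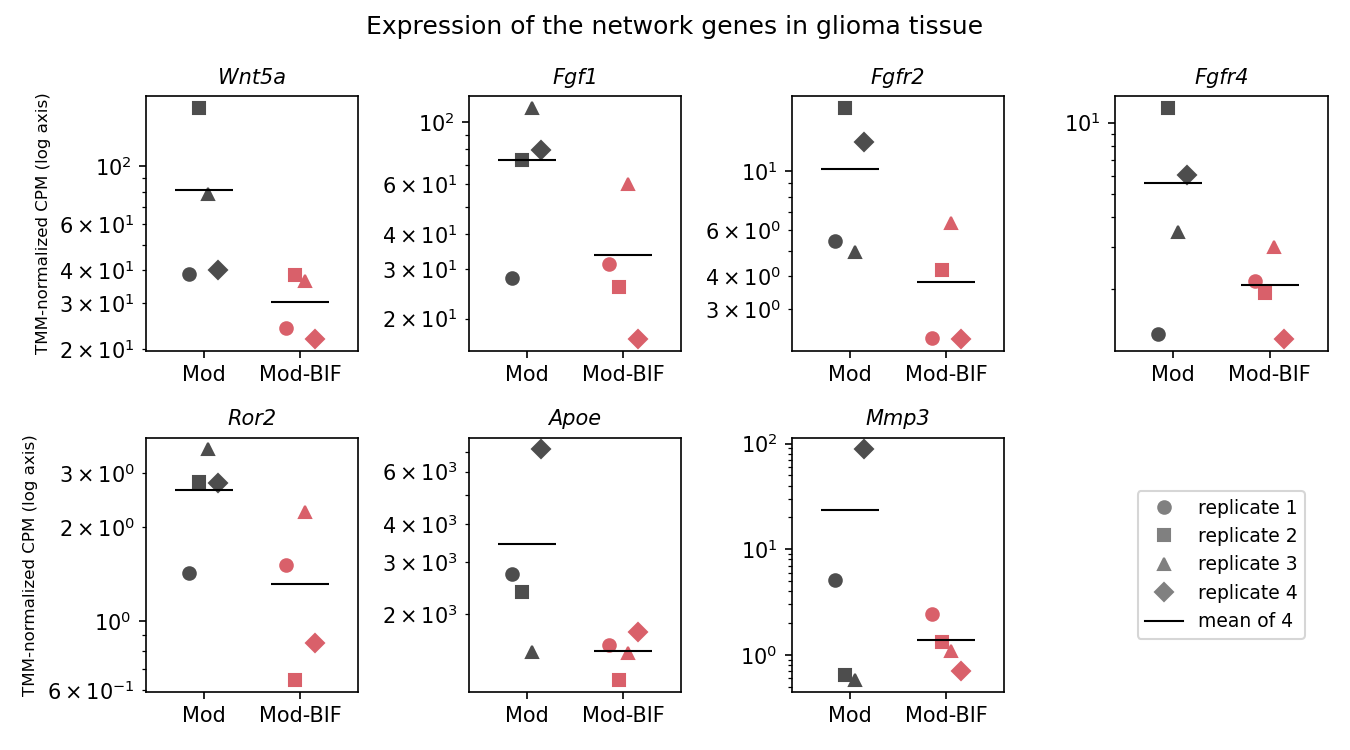
TMM-normalized CPM (y axis, log scale) of 7 of the network genes in the Mod and Mod-BIF groups (x axis). Each symbol is a library, its shape gives the replicate number and the black line is the mean of 4. The libraries of the groups do not overlap for Wnt5a, by a narrow margin between Mod 1 and Mod-BIF 2, and overlap for the other genes shown.

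Fgf1 had a log2 fold change of -0.90 in replicates 1 to 3, -1.82 in the libraries matching Figure 6B and -1.13 (standard error 0.47, adjusted p = 0.887 from edgeR's test) in all 8 libraries. Fgfr2 had log2 fold changes of -1.13, -1.98 and -1.42 and Fgfr4 of -1.23, -1.97 and -1.42 in the same order. Ror2, a receptor of Wnt5a, had -0.86, -1.59 and -1.01. Apoe changed by -0.65, -1.26 and -1.19, and Mmp3 by -0.40, -4.31 and -4.10, with 88.2 CPM in Mod 4 and 5.09, 0.645 and 0.572 CPM in Mod 1 to 3. Csf3 and Sfrp5 had too few counts for the expression filter, with at most 0.206 and 0.182 CPM in Mod 1 to 3 and 5.54 and 3.00 CPM in Mod 4. When Mod 2 was left out of replicates 1 to 3, the log2 fold change of Fgfr2 became -0.27 and that of Fgfr4 -0.0105.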

Additionally, through a protein–protein interaction (PPI) network established via the STRING database for the analysis of interactions among the downregulated DEGs, we discerned that *Wnt5a* served as the central hub gene (Figure 6F). *Wnt5a*, a member of the WNT family, has been previously demonstrated to induce rapid glioma growth and migration while also being associated with the survival of tumor-associated microglia (Xu et al., 2020). Subsequently, we assessed the differential expression and prognostic significance of *Wnt5a* by utilizing the Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) datasets through the Gene Expression Profiling Interactive Analysis platform. In both GBM and low-grade glioma (LGG), the expression of *Wnt5a* was significantly increased in glioma tissues compared with normal tissues (*p* < 0.05; Figure 6G). However, the expression level of *Wnt5a* was associated with overall survival only in LGG (Figure 6H). In the context of our study, qRT-PCR results demonstrated a reduction in the mRNA expression of *Wnt5a* as a consequence of *Bifidobacterium* treatment (Figure 6I).

## 4 Discussion

Numerous studies have demonstrated a close association between gut microbiota and various diseases, highlighting its impact on brain functions through the gut-brain axis (Mehrian-Shai et al., 2019). Therefore, in this study, we investigated the inhibitory effects of *Bifidobacterium* on glioma. Employing MRI, HE staining, and survival curves, we elucidated that *Bifidobacterium* exhibited the capacity to suppress tumor volume and extend the survival time of glioma mice. Further investigations showed that *Bifidobacterium* inhibits glioma without liver or kidney toxicity. Nejman et al. validated the presence of microbes in tumors, including glioma, and identified the presence of *Bifidobacteriales* (Nejman et al., 2020). In our study, we likewise identified the presence of *Bifidobacterium* in both groups. We found that the administration of *Bifidobacterium* led to alterations in the composition of microbes in glioma. In addition, in the GL261 glioma model, we conclusively confirmed that the predominant tumor microbiota primarily consists of *Proteobacteria*, *Firmicutes*, *Actinobacteria*, *Bacteroidetes*, and *Cyanobacteria* at the phylum level.

The mitogen-activated protein kinase (MAPK) family regulates gene transcription and expression, playing crucial roles in various biological processes such as cell growth, proliferation, apoptosis, and angiogenesis (Hsu et al., 2018). Among the key members of the MAPK family, ERK1/2 stands out as the exclusive known substrate of MEK1/2, and its abnormal activation is associated with a poor prognosis in cancer (Fu L. L. et al., 2022). The activation of ERK1/2 influences multiple substrates and exerts profound effects on various cellular processes (Lavoie et al., 2020). Additionally, the overactivation of ERK1/2 represents the most prevalent dysregulated kinase pathway in GBM cells, contributing to the proliferation, invasion, apoptosis, and stress response of these cells (Hannen et al., 2017). *Lactobacillus reuteri* can produce histamine, leading to the upregulation of cAMP, which subsequently suppresses downstream MEK/ERK signaling via protein kinase A, resulting in reduced TNF production and anti-inflammatory effects (Thomas et al., 2012). Moreover, microbiota-derived metabolites such as kynurenic acid, urolithin A and short-chain fatty acids (SCFAs) could suppress the phosphorylation of ERK1/2 to inhibit tumor progression (Yang et al., 2023). Additionally, oncology clinical trials targeting ERK1/2 are underway or have been completed (NCT06310382, NCT02857270, etc.) (*clinicaltrials.gov*). Combined with the results of RNA-Seq, we studied the MEK/ERK cascades. Our results showed that *Bifidobacterium* significantly reduces the phosphorylation levels of MEK1/2 and ERK1/2 proteins in gliomas. This suggests that *Bifidobacterium* can partially inhibit the transmission of the MEK/ERK cascade. When we found that *Bifidobacterium* could inhibit gliomas by modulating microbes, metabolites, and MEK–ERK cascades through multi-omics analyses, we wanted to further analyze the effects of *Bifidobacterium* on immune and inflammatory responses. Research showed that probiotics could strengthen the efficacy of Immune checkpoint inhibitors such as programmed cell death 1 (PD-1) /programmed cell death ligand 1 (PD-L1) with *Bifidobacterium* strengthening the efficacy of anit-PD-1/PD-L1 on melanoma-bearing mice (Miller and Carson, 2020). Therefore, we investigated that whether *Bifidobacterium* could regulate the expression of PD-1/PD-L1. Our findings showed that *Bifidobacterium* could decrease PD-1 expression on protein level and significantly suppress the protein expression of PD-L1 (*p* < 0.0001, Supplementary Figures S4A–C), indicating that *Bifidobacterium* might synergize with anti-PD-L1 to inhibit gliomas, but needing further investigation.

NF-κB is involved in inflammatory response and cancers. Activated NF-κB regulate various proinflammatory cytokines expression contributed to inflammatory response, however, aberrant activated NF-κB result in chronic inflammation and tumor development (Yu et al., 2020). We found that the expression of NF-κB of the Mod-BIF group was lower compared with the Mod group (*p* < 0.05, Supplementary Figures S4D,F), whereas there was not significance of the expression of p-NF-κB between the Mod and Mod-BIF groups (Supplementary Figures S4D,E).

Research findings have demonstrated the positive expression of LPS in several types of tumor tissues, while LTA has been primarily detected in melanoma and largely absent in other types of tumors (Nejman et al., 2020), consistent with our results. Moreover, due to low abundance of microbiota and potential external contamination of tumors, conventional microbial sequencing fails to yield accurate results (Nejman et al., 2020). Therefore, we employed 16S rDNA 5R sequencing to detect tumor microbiota, thereby significantly improving the coverage and resolution of microbial species detection and the accuracy of sequencing (Nejman et al., 2020). The abundance of tumor microbiota may serve as a more reliable prognostic indicator for LGG (Hermida et al., 2022). Current studies have suggested a relationship between tumor microbial diversity and the survival duration of patients with pancreatic cancer, with higher α-diversity observed in long-term survivors (Riquelme et al., 2019). In the context of our study, *Bifidobacterium* increased the α-diversity of tumor microbiota in glioma mice, potentially contributing to the prolonged survival time of these mice. Moreover, at the phylum level, we observed an upregulation of the relative abundance of *Actinobacteria* in the Mod-BIF group, similar to the findings of Erick et al. However, alterations in the relative abundance of *Proteobacteria* were contrary to these results (Riquelme et al., 2019). This might be due to the complex changes in host–microbe kinetics and microbe–microbe kinetics, which makes the causal relationship between microbes and tumors difficult to determine (Plottel and Blaser, 2011). For example, *Helicobacter* has been implicated in cancer, yet in some instances, *Helicobacter* has been shown to cooperate with symbionts to confer protective effects on the host (Sholl et al., 2022). Thus, further investigations are warranted to confirm the correlation between specific microbes and distinct tumor types.

Metabolites originating from the gut microbiota may mainly alter the tumor microenvironment and modulate important signaling pathways in cancer cells as well as various immune cells to affect cancer progression, and metabolites might interact with the central and enteric nervous systems through the gut–brain axis (Carabotti et al., 2015; Yang et al., 2023). Various prior studies have demonstrated an association between gut microbiota and CNS diseases, such as depression, anxiety, autism, Parkinson’s disease, and schizophrenia (Jaye et al., 2021). Our findings suggest that administration of *Bifidobacterium* significantly increases the abundance of *Bifidobacterium*, leading to the inhibition of glioma. Additionally, glioma can induce intestinal barrier damage in mice (Wang et al., 2022). However, we found no significant differential changes in occludin and ZO-1 proteins in the intestines of mice from the Mod and Mod-BIF groups. This suggests that *Bifidobacterium* may not ameliorate the intestinal barrier damage caused by glioma. Given that tumor microbiota may originate from intestinal microbes breaching the intestinal mucosa (Xie et al., 2022) and the permeability of the blood–brain barrier can be altered in high-grade glioma (Qiao et al., 2022), we speculated that a portion of the microbes in glioma may have originated from the gut microbiota in our study. Nevertheless, further investigations are necessary to substantiate this claim. Furthermore, although microbes in different tissues may appear to be independent, they could potentially be interconnected. Research has indicated that tumor microbiota might be influenced by gut microbiota via pancreatic duct communication in pancreatic cancer (Pushalkar et al., 2018; Aykut et al., 2019; Riquelme et al., 2019; Sepich-Poore et al., 2021). Here, we found that changes in the abundance of certain gut microbes may cause an increase or decrease in corresponding microbes within tumor tissues, although the exact mechanism remains unknown. Collectively, we speculate that there might be cross-body interactions facilitated by “microbe–microbe” interactions to some extent.

SCFAs, could promote cell apoptosis by inhibiting PI3K-Akt signaling in colon cancer cells, and kynurenic acid decreased the phosphorylation of Akt with suppressing PI3K-Akt–mTOR pathway to prevent the growth of colon cancer cells (Walczak et al., 2014; Ma et al., 2019). In addition, inhibition of Hippo/YAP signaling, upregulation of E-cadherin expression, and prevention of the formation of the invasive phenotype of cancer cells were caused by SCFAs binding to FFAR2 on the surface of breast cancer cells (Thirunavukkarasan et al., 2017). By blocking the Wnt/β-catenin signaling pathway, urolithin B suppressed hepatocellular carcinoma cells proliferation and growth and instead caused cell cycle arrest and apoptosis (Lv et al., 2019). Meanwhile, metabolites might influence the efficacy of chemotherapy and the effectiveness of immunotherapy by modulating immune activity in cancer patients (Yang et al., 2023). Therefore, the potential of metabolites in cancer therapy is promising. In our study, tyrosine emerged as a potential critical metabolite. Tyrosine is an aromatic amino acid essential for protein synthesis in living organisms and serves as an alternative energy source for molecular functions. Patients with esophageal cancer exhibit significantly reduced serum levels of tyrosine, which is enzymatically converted to phenol by β-tyrosinase, suggesting its potential as a marker for gastroesophageal cancer (Wiggins et al., 2015). Furthermore, tyrosine is a significant neurotransmitter-associated metabolite linked to brain function, potentially mediating the influence of the gut microbiota on smoking behavior (Fan et al., 2023). Additionally, 1,2,3,4-tetrahydroxybutane, also known as erythritol, is commonly employed as a “zero-calorie” or “non-nutritive” sugar substitute. However, recent research has raised concerns about its potential correlation with an increased risk of major adverse cardiovascular events and a propensity to foster enhanced thrombosis (Witkowski et al., 2023). Our results reveal that *Bifidobacterium* can modulate the levels of serum metabolites in glioma mice, and this modulation may be associated with alterations in the composition of the gut microbiota. Moreover, since metabolites such as tyrosine can be further metabolized by certain microorganisms, it is plausible that serum metabolites may penetrate glioma tissue, subsequently interacting with tumor-associated microbes.

Preparations of inanimate microorganisms or their constituents that are advantageous to the host’s health are known as postbiotics. The principal constituents of postbiotics include microbiota metabolites and bacterial components (such as exopolysaccharides, cell-free supernatants and enzymes, etc.) (Xie et al., 2024). Exopolysaccharides, bacterial surface macromolecules, could promote colon cancer cell apoptosis by regulating immune response; the cell-free supernatant which is biologically active metabolites secreted by microorganisms showed antimicrobial, antioxidant, antitumor activities, and induced apoptosis of colorectal cancer cells *in vitro*; enzymes encoded by microbes showed the abilities to inhibit chemicals such as AOM, DMH, TNBS induced colon cancer in animal models (Song et al., 2023). Therefore, in addition to microbes being a promising direction for glioma treatment, microbes-derived postbiotics might also be promising with further research being needed.

## 5 Conclusion

Taken together, our findings indicate that *Bifidobacterium* inhibits glioma development, in part by suppressing the MEK/ERK cascade as well as by influencing both tumor and gut microbiota. Thus, *Bifidobacterium* emerges as a promising candidate for glioma treatment.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found in the MetaboLights repository (https://www.ebi.ac.uk/metabolights/), accession number MTBLS8811.

## Ethics statement

The animal study was approved by the ethics committee of Experimental Animal Administration of Sichuan University (No. K2023008). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

HF: Conceptualization, Formal analysis, Investigation, Methodology, Writing – original draft, Writing – review & editing. YW: Investigation, Validation, Writing – review & editing. MH: Investigation, Validation, Writing – review & editing. LW: Data curation, Methodology, Writing – review & editing. XL: Validation, Writing – review & editing. XK: Supervision, Writing – review & editing. JD: Conceptualization, Supervision, Writing – review & editing. FP: Conceptualization, Funding acquisition, Project administration, Resources, Writing – review & editing.

# Supplementary material for: Multi-omics-based investigation of Bifidobacterium’s inhibitory effect on glioma: regulation of tumor and gut microbiota, and MEK/ERK cascade
**Source:** Front Microbiol. 2024 Apr 18;15:1344284. doi: 10.3389/fmicb.2024.1344284
**Supplement:** Supplementary file 1

## Supplementary Materials

**Table S1.** The microbial number of BI516 and LP-Onlly freeze-dried powder

| Freeze-dried powder | Test Item                      | Microbial number        | Test Method     |
|---------------------|--------------------------------|-------------------------|-----------------|
| BBR-15              | <i>Bifidobacterium breve</i>   | $5.2 \times 10^9$ CFU/g | GB 4789.35-2016 |
| JBLC-141            | <i>Bifidobacterium longum</i>  | $2.1 \times 10^9$ CFU/g | GB 4789.35-2016 |
| JYBR-190            | <i>Bifidobacterium lactis</i>  | $6.9 \times 10^9$ CFU/g | GB 4789.35-2016 |
| JYBB-163            | <i>Bifidobacterium bifidum</i> | $8.2 \times 10^9$ CFU/g | GB 4789.35-2016 |

**Table S2.** Physiological and biochemical characteristics of BBR-15

|            |           |                             |                     |                      |           |                 |
|------------|-----------|-----------------------------|---------------------|----------------------|-----------|-----------------|
| Control    | Glycerin  | Erythritol                  | D-xylose            | L-Xylose             | Adonol    | Galactose       |
| -          | -         | -                           | +                   | -                    | -         | +               |
| Glucose    | Fructose  | Mannose                     | Sorbose             | Rhamnopyranose       | Dulcitol  | Inositol        |
| +          | +         | -                           | -                   | -                    | -         | -               |
| Mannitol   | Sorbitol  | $\alpha$ -D-Methylglucoside | N-acetylglucosamine | Amygdalin            | Esculin   | Salicyl alcohol |
| -          | -         | -                           | -                   | -                    | -         | -               |
| Cellobiose | Maltose   | Lactose                     | Melibiose           | Sucrose              | Trehalose | Inulin          |
| -          | +         | +                           | -                   | +                    | -         | -               |
| Melezitose | Raffinose | Amylum                      | Glycogen            | Gentian disaccharide | Gluconate |                 |
| -          | -         | -                           | -                   | +                    | -         |                 |

Note: “+” means positive reaction, “-” means negative reaction

**Table S3.** Physiological and biochemical characteristics of JBLC-141

|            |             |                             |                     |                |           |                 |
|------------|-------------|-----------------------------|---------------------|----------------|-----------|-----------------|
| Control    | L-Arabinose | Ribose                      | D-xylose            | L-Xylose       | Adonol    | Galactose       |
| -          | +           | -                           | +                   | -              | -         | +               |
| Glucose    | Fructose    | Mannose                     | Sorbose             | Rhamnopyranose | Dulcitol  | Inositol        |
| +          | +           | -                           | -                   | -              | -         | -               |
| Mannitol   | Sorbitol    | $\alpha$ -D-Methylglucoside | N-acetylglucosamine | Amygdalin      | Esculin   | Salicyl alcohol |
| -          | -           | -                           | -                   | -              | -         | -               |
| Cellobiose | Maltose     | Lactose                     | Melibiose           | Sucrose        | Trehalose | Inulin          |

|            |           |        |          |                      |           |   |
|------------|-----------|--------|----------|----------------------|-----------|---|
| -          | +         | +      | -        | +                    | -         | - |
| Melezitose | Raffinose | Amylum | Glycogen | Gentian disaccharide | Gluconate |   |
| +          | +         | -      | -        | -                    | -         |   |

Note: “+” means positive reaction, “-” means negative reaction

**Table S4.** Physiological and biochemical characteristics of JYBR-190

| Control    | L-Arabinose | Ribose                      | D-xylose            | L-Xylose             | Adonol    | Galactose       |
|------------|-------------|-----------------------------|---------------------|----------------------|-----------|-----------------|
| -          | +           | -                           | +                   | -                    | -         | -               |
| Glucose    | Fructose    | Mannose                     | Sorbose             | Rhamnopyranose       | Dulcitol  | Inositol        |
| +          | -           | -                           | -                   | -                    | -         | -               |
| Mannitol   | Sorbitol    | $\alpha$ -D-Methylglucoside | N-acetylglucosamine | Amygdalin            | Esculin   | Salicyl alcohol |
| +          | -           | -                           | -                   | +                    | -         | +               |
| Cellobiose | Maltose     | Lactose                     | Melibiose           | Sucrose              | Trehalose | Inulin          |
| -          | +           | +                           | +                   | +                    | -         | -               |
| Melezitose | Raffinose   | Amylum                      | Glycogen            | Gentian disaccharide | Gluconate |                 |
| -          | -           | -                           | -                   | -                    | -         |                 |

Note: “+” means positive reaction, “-” means negative reaction

**Table S5.** Physiological and biochemical characteristics of JYBB-163

| Control    | L-Arabinose | Ribose                      | D-xylose            | L-Xylose             | Adonol    | Galactose       |
|------------|-------------|-----------------------------|---------------------|----------------------|-----------|-----------------|
| -          | -           | -                           | +                   | -                    | -         | -               |
| Glucose    | Fructose    | Mannose                     | Sorbose             | Rhamnopyranose       | Dulcitol  | Inositol        |
| +          | -           | -                           | -                   | -                    | -         | -               |
| Mannitol   | Sorbitol    | $\alpha$ -D-Methylglucoside | N-acetylglucosamine | Amygdalin            | Esculin   | Salicyl alcohol |
| -          | -           | -                           | -                   | -                    | -         | -               |
| Cellobiose | Maltose     | Lactose                     | Melibiose           | Sucrose              | Trehalose | Inulin          |
| -          | +           | +                           | -                   | +                    | -         | -               |
| Melezitose | Raffinose   | Amylum                      | Glycogen            | Gentian disaccharide | Gluconate |                 |
| -          | -           | -                           | -                   | +                    | -         |                 |

Note: “+” means positive reaction, “-” means negative reaction

**Table S6.** The R Code used for figures

| Content             | R code        |
|---------------------|---------------|
| Venn                | R-3.4.4       |
| NMDS                | R-3.4.4       |
| $\alpha$ -diversity | R-3.4.4       |
| Circos              | R-3.4.4       |
| LEfSe               | Nsegata-lefse |
| Bubble diagram      | R-3.4.4       |
| Manhattan           | R-3.4.4       |
| Heatmap             | R-3.4.4       |
| Correlated Network  | R-3.4.4       |
| Picrust2            | Picrust2      |
| Volcano plot        | R-3.4.4       |

**Table S6.** The Spearman analysis of differential microbiota and metabolites

| Genus                                   | Metabolite                               | Rho   | P value | Relation |
|-----------------------------------------|------------------------------------------|-------|---------|----------|
| <i>Adlercreutzia</i>                    | Tyrosine                                 | 0.57  | 0.02    | Positive |
| <i>Bifidobacterium</i>                  |                                          | 0.52  | 0.04    | Positive |
| <i>BIrri42_unclassified</i>             |                                          | -0.50 | 0.047   | Negative |
| <i>Candidatus_Arthromitus</i>           |                                          | -0.63 | 0.01    | Negative |
| <i>Chujaibacter</i>                     |                                          | -0.64 | 0.01    | Negative |
| <i>Jeotgalicoccus</i>                   |                                          | 0.57  | 0.02    | Positive |
| <i>Longispora</i>                       |                                          | 0.66  | 0.01    | Positive |
| <i>Luteibacter</i>                      |                                          | -0.60 | 0.01    | Negative |
| <i>Planifilum</i>                       |                                          | 0.55  | 0.03    | Positive |
| <i>Romboutsia</i>                       |                                          | -0.60 | 0.01    | Negative |
| <i>Saccharomonospora</i>                |                                          | 0.62  | 0.01    | Positive |
| <i>Sphingomonas</i>                     |                                          | -0.76 | 0.001   | Negative |
| <i>Staphylococcaceae_unclassified</i>   |                                          | 0.68  | 0.004   | Positive |
| <i>Streptomyces_thermoautotrophicus</i> |                                          | 0.70  | 0.002   | Positive |
| <i>Thermostaphylospora</i>              |                                          | 0.58  | 0.02    | Positive |
| <i>BIrri41_unclassified</i>             | 1,2,3,4-Tetrahydroxybutane               | 0.60  | 0.01    | Positive |
| <i>Sphingomonas</i>                     |                                          | 0.56  | 0.02    | Positive |
| <i>Candidatus_Arthromitus</i>           | 1-Amino-propan-2-ol                      | -0.60 | 0.01    | Negative |
| <i>Lachnospira</i>                      |                                          | 0.53  | 0.03    | Positive |
| <i>Luteibacter</i>                      | Phosphocholine                           | 0.54  | 0.03    | Positive |
| <i>Thermostaphylospora</i>              | 4-Methylene-2-pyrrolidinecarboxylic acid | 0.66  | 0.01    | Positive |

**Sequence S1.** 16S rDNA gene sequence of BBR-15

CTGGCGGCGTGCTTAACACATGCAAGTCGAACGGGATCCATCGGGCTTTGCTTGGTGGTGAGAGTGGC  
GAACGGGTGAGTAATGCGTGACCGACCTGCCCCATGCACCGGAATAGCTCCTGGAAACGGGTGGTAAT  
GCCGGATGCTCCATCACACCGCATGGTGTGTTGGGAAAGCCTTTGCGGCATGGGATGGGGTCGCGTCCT  
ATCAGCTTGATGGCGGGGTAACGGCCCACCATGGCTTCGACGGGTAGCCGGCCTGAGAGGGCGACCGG  
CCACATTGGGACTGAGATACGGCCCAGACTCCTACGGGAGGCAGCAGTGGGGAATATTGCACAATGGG  
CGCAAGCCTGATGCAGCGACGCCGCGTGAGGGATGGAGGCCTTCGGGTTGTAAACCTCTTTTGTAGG  
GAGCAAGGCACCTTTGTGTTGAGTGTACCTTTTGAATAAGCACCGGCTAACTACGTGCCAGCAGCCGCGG  
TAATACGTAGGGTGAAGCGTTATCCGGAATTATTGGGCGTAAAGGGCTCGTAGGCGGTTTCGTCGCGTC  
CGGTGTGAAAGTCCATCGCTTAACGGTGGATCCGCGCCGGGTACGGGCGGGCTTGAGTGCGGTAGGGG  
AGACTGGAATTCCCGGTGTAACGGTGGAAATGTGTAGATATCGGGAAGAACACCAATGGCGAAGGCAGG  
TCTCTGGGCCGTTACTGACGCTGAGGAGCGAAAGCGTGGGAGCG

**Sequence S2.** 16S rDNA gene sequence of JBLC-141

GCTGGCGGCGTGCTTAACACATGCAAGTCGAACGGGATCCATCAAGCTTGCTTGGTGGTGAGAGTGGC  
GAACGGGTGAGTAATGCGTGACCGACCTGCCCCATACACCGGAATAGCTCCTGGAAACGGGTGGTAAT  
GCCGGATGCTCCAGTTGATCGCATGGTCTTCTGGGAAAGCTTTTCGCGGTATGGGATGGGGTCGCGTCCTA  
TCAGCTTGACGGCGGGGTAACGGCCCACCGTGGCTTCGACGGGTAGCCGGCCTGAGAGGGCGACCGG  
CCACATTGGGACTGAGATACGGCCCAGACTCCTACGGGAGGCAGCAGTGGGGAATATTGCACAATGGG  
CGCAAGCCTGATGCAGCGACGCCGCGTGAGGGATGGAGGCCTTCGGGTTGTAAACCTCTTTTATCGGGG  
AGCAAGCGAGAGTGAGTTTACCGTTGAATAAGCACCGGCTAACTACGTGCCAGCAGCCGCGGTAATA  
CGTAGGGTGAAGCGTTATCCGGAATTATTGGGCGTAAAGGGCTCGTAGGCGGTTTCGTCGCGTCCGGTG  
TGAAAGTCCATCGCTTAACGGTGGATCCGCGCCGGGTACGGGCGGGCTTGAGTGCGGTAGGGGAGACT  
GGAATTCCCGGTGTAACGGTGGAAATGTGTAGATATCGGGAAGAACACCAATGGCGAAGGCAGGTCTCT  
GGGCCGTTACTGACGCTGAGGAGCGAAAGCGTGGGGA

**Sequence S3.** 16S rDNA gene sequence of JYBR-190

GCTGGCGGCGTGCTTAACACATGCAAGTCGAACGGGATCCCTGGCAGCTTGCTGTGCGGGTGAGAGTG  
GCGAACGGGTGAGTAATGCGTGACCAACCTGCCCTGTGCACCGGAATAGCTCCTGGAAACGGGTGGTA  
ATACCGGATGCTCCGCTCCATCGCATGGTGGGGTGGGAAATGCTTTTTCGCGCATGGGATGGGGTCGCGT  
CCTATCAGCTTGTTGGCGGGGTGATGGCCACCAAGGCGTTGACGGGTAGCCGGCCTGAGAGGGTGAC  
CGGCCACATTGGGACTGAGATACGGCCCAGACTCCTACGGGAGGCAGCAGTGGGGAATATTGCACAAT  
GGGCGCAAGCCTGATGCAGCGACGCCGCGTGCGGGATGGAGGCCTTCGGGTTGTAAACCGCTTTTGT  
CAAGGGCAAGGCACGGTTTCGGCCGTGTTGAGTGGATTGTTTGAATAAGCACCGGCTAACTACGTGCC  
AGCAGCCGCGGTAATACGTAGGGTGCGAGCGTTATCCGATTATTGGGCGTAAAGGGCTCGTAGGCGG  
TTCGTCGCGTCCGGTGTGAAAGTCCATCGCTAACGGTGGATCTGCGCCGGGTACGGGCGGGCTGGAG  
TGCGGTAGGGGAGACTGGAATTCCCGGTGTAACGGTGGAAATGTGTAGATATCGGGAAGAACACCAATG  
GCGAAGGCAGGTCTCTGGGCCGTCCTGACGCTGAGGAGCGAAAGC

**Sequence S4.** 16S rDNA gene sequence of JYBB-163

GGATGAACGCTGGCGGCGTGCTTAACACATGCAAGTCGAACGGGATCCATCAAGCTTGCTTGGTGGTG  
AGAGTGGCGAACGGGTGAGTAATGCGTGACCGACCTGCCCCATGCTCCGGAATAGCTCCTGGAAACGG  
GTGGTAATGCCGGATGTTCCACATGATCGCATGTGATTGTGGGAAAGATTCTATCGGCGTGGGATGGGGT  
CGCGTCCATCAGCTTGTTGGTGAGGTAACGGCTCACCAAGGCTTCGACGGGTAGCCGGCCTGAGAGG  
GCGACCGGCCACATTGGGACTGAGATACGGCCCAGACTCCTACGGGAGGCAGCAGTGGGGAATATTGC  
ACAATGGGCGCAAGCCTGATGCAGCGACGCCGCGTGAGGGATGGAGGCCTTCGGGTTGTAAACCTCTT  
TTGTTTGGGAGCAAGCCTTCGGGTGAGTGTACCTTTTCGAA  
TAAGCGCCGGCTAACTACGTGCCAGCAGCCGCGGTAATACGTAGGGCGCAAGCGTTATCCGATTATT  
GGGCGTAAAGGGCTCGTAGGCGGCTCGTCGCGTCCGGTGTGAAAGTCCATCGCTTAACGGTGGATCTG  
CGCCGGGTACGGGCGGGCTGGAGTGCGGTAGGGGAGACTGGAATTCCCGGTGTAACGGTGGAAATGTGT  
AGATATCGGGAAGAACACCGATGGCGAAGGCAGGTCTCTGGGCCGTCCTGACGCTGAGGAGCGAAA  
GC

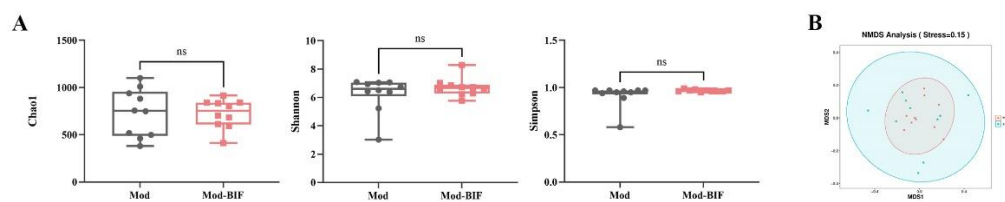

**Figure S1.** Comparison of (A)  $\alpha$ -diversity and (B) NMDS analysis based on binary-jaccard distance of gut microbiota between the Mod and Mod-BIF groups. Mod: Model, BIF: *Bifidobacterium*. Experimental data are expressed as Mean  $\pm$  SEM, n=10.

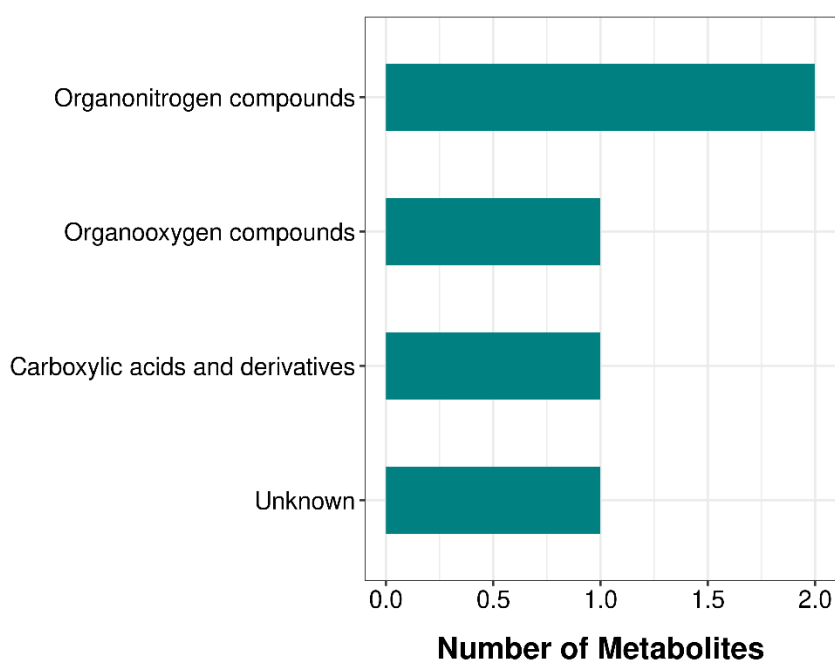

**Figure S2.** HMDB classification map of differential metabolites.

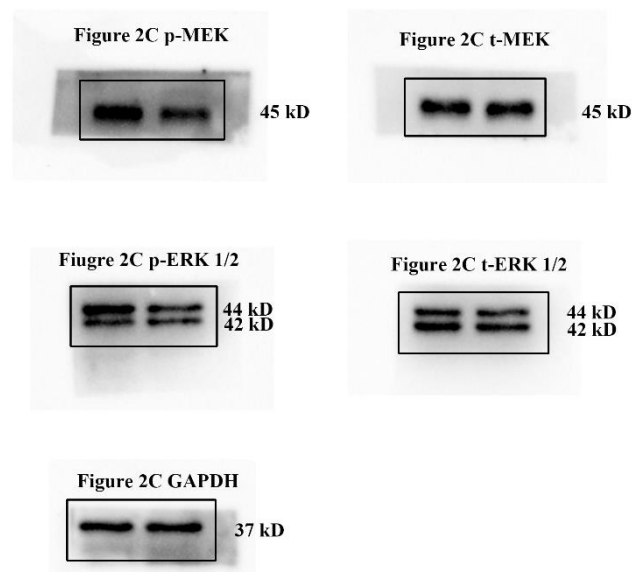

**Figure S3.** Original images of Western blot. The bands from left to right respectively represent Mod and Mod-BIF group. Mod: Model, BIF: *Bifidobacterium*.

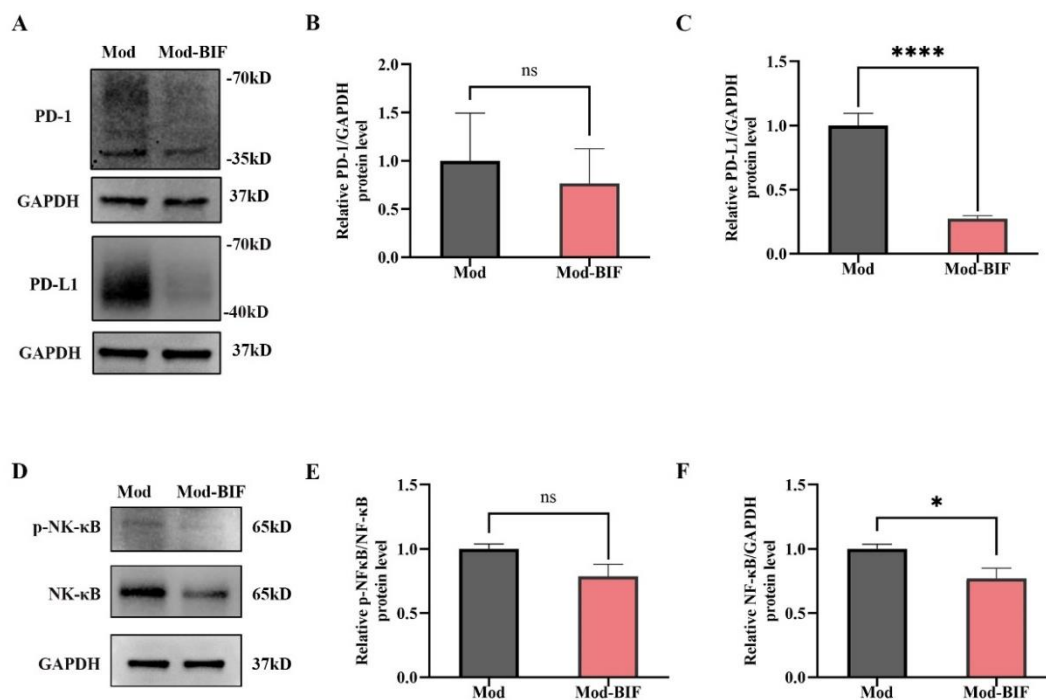

**Figure S4.** *Bifidobacterium* decreased the protein expressions of PD-1, PD-L1, p-NF-κB and NF-κB. (A) Representative immunoblots for PD-1, PD-L1 and quantitative analysis of (B) PD-1 and (C) PD-L1 in glioma tissues (n = 6; independent sample t-test). (D) Representative immunoblots for p-NF-κB, NF-κB and quantitative analysis

of (E) p-NF- $\kappa$ B and (F) NF- $\kappa$ B in glioma tissues (n = 6; independent sample t-test). Mod: Model, BIF: *Bifidobacterium*. Experimental data are expressed as the mean  $\pm$  SEM, \* $P$  < 0.05, \*\*\*\* $P$  < 0.0001.

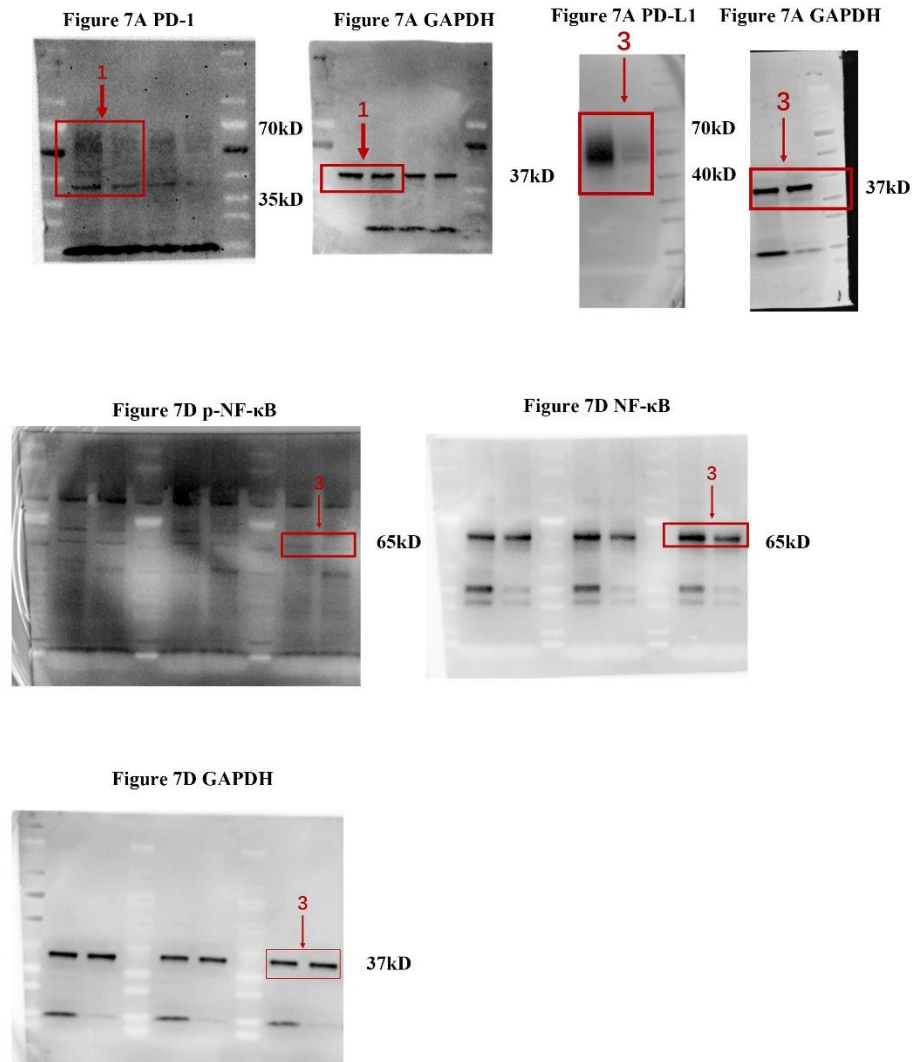

**Figure S5.** Original images of Western blot. The bands from left to right respectively represent Mod and Mod-BIF group.

How the deposited data were processed for this re-analysis (not part of the article)

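RNA-seq counts of glioma tissue were used from 8 female mice bearing GL261 tumors, 4 of the Mod group and 4 of the Mod-BIF group, and every column of the table was mapped to a mouse by its sample label. The authors sequenced libraries with unique molecular identifiers, aligned the reads with Hisat2 and deposited whole-number counts per gene, not normalized, for 55401 Ensembl mouse genes, of which 34397 had at least 1 count. The methods give a human build name for the mouse genome, and the text does not state the counter, the annotation or how the identifiers were collapsed. The FPKM values the paper describes were not used here. Gene symbols came from the GENCODE M21 annotation (GRCm38), which matched 55141 of the identifiers, and coordinates are from the same annotation.

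The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test after TMM normalization, on genes kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15). DEGs followed the paper's criterion, an unadjusted p-value under 0.05 and a log2 fold change of at least 1 in size, and adjusted p-values are Benjamini-Hochberg. A standard error of an edgeR fold change is the fold change divided by the square root of the F statistic. Single values were compared by exact two-sided permutation tests of log2 CPM with a prior count of 2. Gene lists were tested with camera at an inter-gene correlation of 0.01. The tests were run on replicates 1 to 3 of each group, which Figure 6B names, on all 8 libraries, and on the 6 libraries whose values match the colors of Figure 6B.

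The test, the low-count filter, the normalization, the replicate number as a block, the gene list test and leaving out each library in turn were chosen as alternatives before the data were examined, and so were the gene lists. The libraries matching Figure 6B and division of the counts by 4 were added after the data were seen. The genes named are those the paper names in its text or legibly in Figures 6B and 6F and the 5 upregulated and 5 downregulated genes with the smallest p-value in replicates 1 to 3 among those with an adjusted p-value under 0.05, a log2 fold change of at least 1 in size and no overlap between groups, of which 5 upregulated genes and 1 downregulated gene qualified. Names outside this rule were chosen after their values were seen. DESeq2 without a filter on every choice of 3 libraries per group was also run after the data were seen. Replicate numbers come from the sample labels, and same-numbered samples are different mice.

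The tests were checked on simulated counts drawn from the means, dispersions and library sizes of the real genes. With 190 changed genes of 19912 in the 4 against 4 design, the paper's criterion with edgeR's quasi-likelihood test recovered 90.5% of the genes changed by a log2 fold change of 2, and with 190 of 19876 in the 3 against 3 design it recovered 87.4%. With an adjusted p-value under 0.05 from the same test, 93 and 70 of the 190 changed genes were recovered in the same order. The simulated genes varied independently, without differences in tissue composition shared between genes, so these rates may not hold for the real libraries. Total counts lay between 36157076 and 51393924 per library, so that 3 counts were between 0.0584 and 0.083 CPM. The GO enrichment, the protein network and the experiments other than RNA-seq were not analysed here. One gene named in the paper is not reported here.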

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

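The tests of the liver lists' spread, of library sizes and of brain and meningeal lists were chosen after the patterns were seen, and the liver and kidney gene lists were written after the DEGs were seen but before the values of their genes were. The limit for the lists of other tissues was also set after its result was seen. Of 104 groups of 4 values checked, 12 had a sample standing apart from the others, where chance gives about 5.2. Values were rounded to 3 decimals for this check, a step added after Adra2b and Calcr, tied at 0 counts in every Mod-BIF library, had first been counted too.

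Genes of the liver appeared in every Mod-BIF library, a signal the paper does not discuss. Of a list of 30 liver genes that leaves out the Mup, Serpina and Ces families, 21 genes were higher in every Mod-BIF library than in every Mod library (70% of the list, where chance gives 1.43%), so reads shared within those families do not account for it. The summed expression of the list was 156 CPM on average in the Mod-BIF group and 69.5 CPM in the Mod group. The mean total count of the Mod-BIF libraries was 0.915 of that of the Mod libraries, so library size does not either. The spread of 20 of the separated genes between the Mod-BIF libraries was small, at a median percentile of 15.3 among genes of the same mean. These genes were chosen for lying above every Mod library, which favors a small spread, so this cannot tell whether RNA of another tissue was mixed in at a constant share. The paper reports that liver and kidney were harvested from the mice too. The mice were female, and 50% of 12 male-biased liver genes (6 genes) were higher in every Mod-BIF library, against 0 of 13 female-biased genes. The male-biased genes summed to 21.3 CPM on average in the Mod-BIF group and 25.3 CPM in the Mod group. The female-biased genes summed to 0.107 and 0.301 CPM in the same order. The limit set for a male source was more than 50% and was not passed, so the male-biased list alone does not decide on a male liver as the source. The 4 Y-linked genes, a list fixed beforehand but compared between the groups after its values were seen, summed to 9, 17, 3 and 10 counts in Mod-BIF 1 to 4 and to 0, 4, 0 and 2 counts in Mod 1 to 4. Their mean log2 CPM was higher in every Mod-BIF library than in every Mod library (exact two-sided permutation p = 0.0286), by the narrow margin of -4.11 against -4.119 at the closest. That is consistent with some male RNA in the Mod-BIF libraries, but rests on very few counts. Over all genes, 33 were at or under 3 counts in every library of one group and had at least 20 in every library of the other, 32 of them present in Mod-BIF. In 1 of the 8 splits of the libraries that part all same-numbered pairs, the real one, there were that many, and no other of the 35 splits had more than 1 such gene. The share of 8 comparable splits cannot fall under 0.05, so they cannot decide on chance, and among all 35 splits the real one stands alone. A response of the tumors to the treatment cannot be told apart from a mixture by these tests.

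Kidney genes gave a weaker signal in the Mod libraries. Of 22 kidney genes, 2 (Slc22a12 and Acsm2, named after their values were seen) were higher in every Mod library, which is 9.09% of the list where chance gives 1.43% (one-sided exact binomial test, p = 0.039, treating genes as independent). The gene Cyp2j5 of the same list went the other way. Kidney RNA in the Mod libraries is a possible explanation that rests on these 2 genes and on Kap, which was seen before the list was written. Of 34 genes of pancreas, intestine, testis and heart, 5.88% were separated by group where chance gives 2.86% (exact binomial p = 0.254), so this share leaves a leak from every tissue open. The limit first set, more than 2 times the chance share, would have counted this as a leak, and it was replaced by the test used for kidney after the value was seen. Cel and Amy2b of pancreas, Reg3b and Defa24 of intestine and Tnp1 and Akap4 of testis were at 0 CPM in all 8 libraries. Those values argue against a leak of these tissues, for the genes they cover. The 2 separated genes, Cela1 of pancreas and Apoa4 of intestine, go the other way, and other genes of the lists had some counts. Kap, a kidney gene with 13.44 to 15.62 CPM in the Mod libraries, was at 0 counts in Mod-BIF 1, 2 and 3 and stood apart in Mod-BIF 4 with 0.202 CPM (ratio of its gap to the range, 1).

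Mod 4 stood apart in Chil1 (ratio of the gap to the range, 0.854), Sfrp5 (0.921) and Gm20716 (1). Its meningeal fibroblast list was 0.67 above the next Mod library in mean log2 CPM, less than the range of 1.71 among the other 3, so extra meningeal tissue is not shown. Its oligodendrocyte list was 1.62 above the next, more than the range of 0.69. Mod-BIF 3 was within 1.77-fold of Mod 4 in that list but 338-fold lower in Chil1, which argues against more glia-rich brain tissue as the source of Chil1. That comparison rests on Mod-BIF 3 alone, a library of the other group, so this source is not excluded. The total count of Mod 4 was 1.11 times the median of the other Mod libraries, which leaves no room for library size. A biological difference between tumors of the same group was not tested.

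Mod 2 stood apart in C1qtnf3 (0.951) and in the muscle list (0.988), with a mean log2 CPM of 1.04 against at most -2.01 in the other Mod libraries. Further single samples were Mod-BIF 1 in C1qtnf3 (0.884, at 0 counts) and in the meningeal fibroblast list (0.837), Mod-BIF 3 in Map2k2 (0.853) and in its total count (0.919, the lowest of the group), Mod 1 in the erythroid list (0.842) and Mod-BIF 4 in the pituitary list (0.86). No explanation was tested for these.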

How the results depend on the processing

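In all 8 libraries the log2 fold change of Wnt5a kept its sign and an unadjusted p-value under 0.05 with every alternative run, from -1.65 to -0.79. In replicates 1 to 3 it kept its sign with every alternative run, from -1.89 to -0.83, and lost that p-value in 2 of the 6 fits that each left out a library, without Mod 2 and without Mod-BIF 1.

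In replicates 1 to 3, leaving out each library gave from 226 to 595 upregulated and from 48 to 360 downregulated DEGs, from 1 to 20 genes with an adjusted p-value under 0.05, from 0 to 4 of the 16 heatmap genes meeting the criterion, from 0 to 9 cell type lists (where 0, 4 lists had an unadjusted p-value under 0.05) and an ERK output list mean from -0.31 to 0.0724, with camera p-values of 0.044 without Mod 3 and 0.00496 without Mod-BIF 2. The ranges for all 8 libraries were 230 to 542, 143 to 848, 8 to 66, 2 to 10, 4 to 7 and -0.25 to 0.0404. The cause was not tested.

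Without the low-count filter, replicates 1 to 3 gave 316 upregulated and 224 downregulated DEGs, 4 heatmap genes and 9 cell type lists, and all 8 libraries gave 458 and 525 DEGs. DESeq2 on the same genes gave 115 and 164 genes with an adjusted p-value under 0.05 in the 3 against 3 and 4 against 4 comparisons and 1 heatmap gene in the former. DESeq2 without a filter gave 369 upregulated and 247 downregulated DEGs with 124 adjusted, and 425 and 485 with 172 adjusted. edgeR's exact test gave 119 and 136 adjusted genes. RLE normalization moved the cell type lists in replicates 1 to 3 from 4 to 7, and fry found 0 in each comparison (1 and 0 unadjusted) against 4 and 7 with camera. In simulated data without any changed gene, the paper's criterion called 525 of 19856 genes in the 3 against 3 design and 460 of 19912 in the 4 against 4 design with edgeR's quasi-likelihood test, and none passed adjustment, while DESeq2's adjusted p-values called 59 and 47. The simulated genes varied independently of each other, so the real libraries may give other numbers.

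Same-numbered samples are different mice, and their deviations had a mean correlation of 0.068. With the replicate number as a block, 0 genes had an adjusted p-value under 0.05 in either comparison (786 and 1328 unadjusted), 5 heatmap genes met the criterion in all 8 libraries, Cd274 had a log2 fold change of 1.12 there with an unadjusted p-value of 0.0329 from edgeR's test, and the ERK output list mean was -0.17 in replicates 1 to 3 with a camera p-value of 0.0148.

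Of the choices made after seeing the data, the libraries matching Figure 6B gave 541 upregulated and 1039 downregulated DEGs and 8 heatmap genes. Counts divided by 4 gave 135 upregulated and 37 downregulated DEGs, 20 adjusted genes and 1 heatmap gene in replicates 1 to 3, and 173 and 144 DEGs in all 8 libraries.

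Some single genes changed sign. The log2 fold change of Mmp3 in replicates 1 to 3 was 0.26 with the block and -0.84 to 1.40 with libraries left out. With libraries left out, replicates 1 to 3 also gave ranges through 0 for Htr2b (-0.97 to 0.26), Chil1 (-1.50 to 0.13), Sdha (-0.11 to 0.0071), Mapk3 (-0.29 to 0.0181) and Nfkb1 (-0.0532 to 0.12), and all 8 libraries for Sdha (-0.0737 to 0.0068) and Chil1 (-5.67 to 0.36). Of the other single-gene results, 29 became stronger and 51 weaker. Depth limits the genes near the floor, such as Calcr and Adra2b.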

Differences from the paper's values

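The paper reports 441 upregulated DEGs, and 208 were found in replicates 1 to 3. Of the alternatives set before the data were examined, no filter (316), DESeq2 with no filter (369) and leaving out Mod 1 (595) came within 1.5 times of the paper's count, and the others did not. The paper reports 520 downregulated DEGs, and 95 were found in these samples, where only leaving out Mod-BIF 3 (360) came within 1.5 times of it. In all 8 libraries, 266 upregulated DEGs were found. The settings within 1.5 times of the paper's 441 were DESeq2 on the same genes (305), no filter (458), DESeq2 with no filter (425), edgeR's exact test (310), the replicate block (379) and leaving out Mod 1 (542) or Mod 3 (322). The 220 downregulated DEGs of all 8 libraries compare with the paper's 520, and no filter (525), DESeq2 with no filter (485) and leaving out Mod 1 (413) came within 1.5 times of it. The libraries matching Figure 6B, chosen after seeing the values, gave 541 upregulated DEGs, within 1.5 times of the paper's count, and 1039 downregulated DEGs, which is not. None of the settings run gave exactly the paper's pair of counts.

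The legend of Figure 6 gives 3 samples per group. All 16 choices of 3 libraries per group were run after the values were seen, with edgeR's quasi-likelihood test and with DESeq2 and no filter. With the former, 1 choice gave both counts within 1.5 times of the paper's, Mod 2, 3 and 4 with Mod-BIF 1, 3 and 4 (486 and 350). With the latter, 8 choices did, with 373 to 638 upregulated and 350 to 632 downregulated DEGs, and neither the samples named in Figure 6B (369 and 247) nor those matching its colors (757 and 1595) were among them. Mod 1, 2 and 4 with Mod-BIF 1, 2 and 4 gave the paper's 441 upregulated DEGs beside 1415 downregulated ones.

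The labels under Figure 6B name replicates 1 to 3 of each group, whereas its colors correlated at 0.266 with those libraries and at 0.999 with Mod 2, 3 and 4 and Mod-BIF 1, 2 and 4.

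Figure 6B presents its genes as downregulated DEGs. In replicates 1 to 3, Wnt5a and C1qtnf3 of the 16 legible genes met the criterion with edgeR's quasi-likelihood test. Mmp3 had a log2 fold change of -0.40, Chil1 of -0.34 and Htr2b of -0.33. In all 8 libraries 10 of the 16 met it, and the exceptions among the genes tested were Ror2 (-1.01) and Htr2b (-2.38), whose unadjusted p-values were 0.0618 and 0.0799 in edgeR's test. Ror2 was called with DESeq2, with or without the filter, and without Mod 1 or Mod-BIF 3, and Htr2b with DESeq2, with or without the filter, with edgeR's exact test and without Mod 2. In replicates 1 to 3, leaving out a library also called Fgf1 and Fgfr4 (without Mod 1), Trpv4 (without Mod-BIF 3), Chil1 (without Mod-BIF 2) and Adra2b (without Mod 3 or any one Mod-BIF library), edgeR without a filter called 4 of the 16, and the libraries matching Figure 6B, chosen after seeing the values, called Ror2, Fgfr2, Fgf1, Fgfr4, Trpv4 and Pla2g5 beside Wnt5a and C1qtnf3. With or without the filter, DESeq2 did not call C1qtnf3 in either comparison, nor Chil1 and Mmp3 in all 8 libraries. DESeq2 with no filter on all 8 libraries called 11 of the 16, and edgeR without a filter called 13.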

Other observations

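The tests of the colors of Figure 6B, of library size and of the neuron list were chosen after the results were seen.

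Other splits of the libraries gave as many DEGs as the real groups. Compared with the splits that part as many same-numbered pairs, and counting either direction, 3 of 4 splits of replicates 1 to 3 gave at least 208 upregulated genes and 4 of 4 gave at least 95 downregulated ones (7 and 9 of all 10 splits). In all 8 libraries, 4 of 8 comparable splits gave at least 266 and 4 of 8 at least 220 (15 and 20 of all 35), and the other splits ranged from 116 to 1611 DEGs. For genes with an adjusted p-value under 0.05, 1 of 4 and 1 of 8 splits, the real ones, reached 9 and 67, and the other splits of all 8 libraries reached at most 2. The heatmap genes, which the paper picked on these groups, reached 2 and 10 in 1 of 4 and 1 of 8 comparable splits (3 of all 10 and 1 of all 35). In the 6 libraries matching Figure 6B, 1 of 4 comparable splits, the real one, gave 1580 DEGs (1 of all 10). With 4 or 8 comparable splits no share can fall under 0.05. Of the 16 ways to take 3 libraries per group, those 6 libraries gave the most DEGs, 541 upregulated and 1039 downregulated, and the samples named in Figure 6B gave the fewest downregulated, 95. Wnt5a met the criterion in 10 of the 16 and had an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test in 12. Over the 16 its log2 fold change lay between -1.79 and -0.67.

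A candidate explanation of Figure 6B is that its columns are Mod 2, 3 and 4 and Mod-BIF 1, 2 and 4. The correlation of its colors with these libraries was 0.9991 over 14 rows, and 0.98 on a log scale, the highest in each case of all ordered choices, against 0.2662 for the libraries named under the columns. The next choice of libraries reached 0.982.

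The plan was to look at the heatmap genes in Mod 4 and Mod-BIF 4 as samples not used for the figure. Their colors point to these libraries having been used, so the comparison describes 2 libraries only. All 16 genes were lower in Mod-BIF 4 than in Mod 4, with a median log2 ratio of -2.36, below all 10000 random lists matched on mean expression.

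Kinases and markers the paper measured as proteins were followed as mRNA. In all 8 libraries the log2 fold change was 0.18 for Map2k1, 0.17 for Map2k2 and -0.14 for Mapk3. Cd274, which encodes PD-L1, had 69.3 CPM in the Mod group and 131 CPM in the Mod-BIF group on average, a log2 fold change of 0.92 (adjusted p = 0.887 from edgeR's test, exact two-sided permutation p = 0.0571). Its unadjusted p-value was 0.0606 in edgeR's quasi-likelihood test and fell under 0.05 with DESeq2, with or without the filter, with edgeR's exact test and without Mod 1 or Mod 2. Pdcd1, which encodes PD-1, changed by 0.97 (exact permutation p = 0.143), Rela by 0.21 and Nfkb1 by 0.10. The libraries matching Figure 6B gave 0.36 for Map2k2, 1.31 for Cd274, 2.11 for Pdcd1 and 0.37 for Rela, each with an unadjusted p-value under 0.05 and an adjusted p-value of at least 0.193 in edgeR's test. The paper reports lower PD-1, PD-L1 and NF-κB protein. Mean expression of 10 mRNAs that respond to ERK activity, a list fixed beforehand, changed by -0.16 in replicates 1 to 3 and by -0.14 in all 8 libraries, with a p-value from limma's camera above 0.05 in each. That p-value fell under 0.05 in replicates 1 to 3 without Mod 3 and without Mod-BIF 2. In 1 of 4 and 4 of 8 comparable splits (5 of 10 and 22 of 35 of all splits) the list had a p-value as small.

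Cell type marker lists differed between libraries of the same group. With camera, 4 of 18 lists in replicates 1 to 3 and 7 in all 8 libraries had an adjusted p-value under 0.05, as many as in 4 of 4 and 5 of 8 comparable splits (9 of 10 and 22 of 35 of all splits). In all 8 libraries the proliferation, T cell and erythroid lists were higher in Mod-BIF, by mean log2 fold changes of 0.49, 0.76 and 3.39. The muscle, oligodendrocyte, striatal neuron and meningeal fibroblast lists were lower. The smallest adjusted p-value from camera, 0.000286, was that of the proliferation list. In replicates 1 to 3 the erythroid, macrophage and T cell lists were higher and the muscle list lower. The gene list test fry found 0 lists in each comparison. The T cell list had a mean log2 CPM of -0.74 in Mod 2 against 2.55 to 5.04 in the other Mod libraries. The total count of Mod 2 was 1.18 times the median of the others, so its size does not account for this. Its neuron list was 0.29 above the highest other Mod library, within the range of 2.22 among those. Mod-BIF 3 had a higher neuron list (5.03 against 3.08) with a T cell list of 4.30, which argues against more brain tissue as the cause. This rests on Mod-BIF 3 alone, a library of the other group, so more brain tissue in Mod 2 is not excluded. The neuron list ranged from 0.49 to 5.03 in the Mod-BIF group, and the erythroid list reached 7.78 in Mod-BIF 2.

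Low values of the deposited counts pile up at 4 and 8, with 2.82 times as many genes at 4 as at 5 and 1.42 times as many at 8 as at 9 (medians over libraries). If each sequenced fragment were counted as up to 4 units, the excess would go on at 12 and 16. The ratio of genes at 12 to genes at 13 was 1.12, like that of 14 to 15 (1.15), and the ratio of 16 to 17 was 1.02. An excess would also fade with each multiple if fragments gave different numbers of units, so this cannot tell, and the pile-up stays unexplained.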
